# RNA-seq analysis reveals different drought tolerance mechanisms in two broadly adapted wheat cultivars ‘TAM 111’ and ‘TAM 112’

**DOI:** 10.1038/s41598-021-83372-0

**Published:** 2021-02-22

**Authors:** Chenggen Chu, Shichen Wang, Li Paetzold, Zhen Wang, Kele Hui, Jackie C. Rudd, Qingwu Xue, Amir M. H. Ibrahim, Richard Metz, Charles D. Johnson, Charles M. Rush, Shuyu Liu

**Keywords:** Biotechnology, Genetics

## Abstract

Wheat cultivars ‘TAM 111’ and ‘TAM 112’ have been dominantly grown in the Southern U.S. Great Plains for many years due to their high yield and drought tolerance. To identify the molecular basis and genetic control of drought tolerance in these two landmark cultivars, RNA-seq analysis was conducted to compare gene expression difference in flag leaves under fully irrigated (wet) and water deficient (dry) conditions. A total of 2254 genes showed significantly altered expression patterns under dry and wet conditions in the two cultivars. TAM 111 had 593 and 1532 dry–wet differentially expressed genes (DEGs), and TAM 112 had 777 and 1670 at heading and grain-filling stages, respectively. The two cultivars have 1214 (53.9%) dry–wet DEGs in common, which agreed with their excellent adaption to drought, but 438 and 602 dry–wet DEGs were respectively shown only in TAM 111 and TAM 112 suggested that each has a specific mechanism to cope with drought. Annotations of all 2254 genes showed 1855 have functions related to biosynthesis, stress responses, defense responses, transcription factors and cellular components related to ion or protein transportation and signal transduction. Comparing hierarchical structure of biological processes, molecule functions and cellular components revealed the significant regulation differences between TAM 111 and TAM 112, particularly for genes of phosphorylation and adenyl ribonucleotide binding, and proteins located in nucleus and plasma membrane. TAM 112 showed more active than TAM 111 in response to drought and carried more specific genes with most of them were up-regulated in responses to stresses of water deprivation, heat and oxidative, ABA-induced signal pathway and transcription regulation. In addition, 258 genes encoding predicted uncharacterized proteins and 141 unannotated genes with no similar sequences identified in the databases may represent novel genes related to drought response in TAM 111 or TAM 112. This research thus revealed different drought-tolerance mechanisms in TAM 111 and TAM 112 and identified useful drought tolerance genes for wheat adaption. Data of gene sequence and expression regulation from this study also provided useful information of annotating novel genes associated with drought tolerance in the wheat genome.

## Introduction

Drought (water deficit stress) is a major environmental stress threatening wheat (*Triticum aestivum* L.) productivity worldwide particularly under modeled global climate change scenarios. It is estimated that almost 50% of wheat cultivated in the developing world is sown under dryland cropping systems^1^. Increasing resilience to abiotic stresses through genetic improvement thus become a critical component of wheat breeding. To identify genes related to drought tolerance and understand mechanisms of plant reaction to water deficit in this type of germplasm is crucial for developing cultivars with better water use efficiency.

Drought can affect wheat growth during all phenological stages but heading and grain filling are two sensitive stages^2^ since they involve processes such as fertilization, embryogenesis, photosynthesis and starch biosynthesis during seed development. All these processes affect yield components of seed number per spike and kernel weight. Plants may avoid drought by flowering earlier and/or decreasing growth duration, or by reducing canopy size and regulating stomatal openings to enhance water uptake efficiency^3^. Furthermore, cellular osmosis adjustment^4^, antioxidant defense or oxidation-reduction^5^, stay-green character^6^, reserve translocation^7^ and hormonal regulations^8^ are among mechanisms plants use to cope with water deficit stress. Meanwhile cellular and metabolic processes are changed to initiate a series of regulatory networks for modulating drought tolerance^9^ such as differential expression of cytochrome, heat shock proteins, dehydrins, glutathione transferase, proteinase inhibitors, and regulatory proteins including transcription factors^10–13^. Plant responses to drought thus are affected by various factors including growth conditions, physiology and genotype, and they involve diverse gene expression patterns and signal pathways^14^, indicating that different genotypes would have specific mechanisms in dealing with water deficit stress. To efficiently utilize drought-tolerant germplasms in breeding, it is essential to uncover their genetic mechanism and identify unique drought response genes from different sources, which will further lead to development of cultivars with enhanced drought tolerance.

The Southern Great Plains (SGP) of the U.S. include the major winter wheat growing areas in Nebraska, Kansas, Oklahoma and Texas, and has a semi-arid climate with annual precipitation averaging about 480 mm and wheat growing season precipitation around 250 mm^15^. However, the seasonal evapotranspiration for winter wheat growth ranges from 700 to 950 mm for maximum grain yield under full irrigation conditions^15^. This shows that the seasonal precipitation for winter wheat in SGP only meets one-third of the evapotranspiration requirement. Therefore, development of drought tolerant cultivars with improved water-use efficiency will greatly enhance wheat yield in this area. Two winter wheat cultivars, ‘TAM 111’ and ‘TAM 112’, developed by Texas A&M AgriLife Research and released in 2003 and 2005, respectively^16,17^, showed excellent drought tolerance with consistently high yields under both dryland and irrigated conditions, and continuously ranked high in SGP for many years (Texas wheat variety survey, https://varietytesting.tamu.edu/wheat/). The two cultivars are also used in crossing blocks of U.S and global breeding programs for improving drought tolerance. Reddy et al.^18^ used microarray analysis to compare gene expression in TAM 111 and TAM 112 under water deficit stress and fully irrigated condition, and identified 1657 transcripts commonly existing in both cultivars that showed expression difference under the two conditions with transcripts mostly related to photosynthesis, carbohydrate metabolism, phytohormone metabolism, and other dehydration responses. However, the microarray used only a subset of genes and thus limited ability of detecting drought-response genes beyond the set. In addition, Xue et al.^19^ indicated that TAM 111 and TAM 112 showed different water-use efficiency and stem dry weight at anthesis for response to drought, indicating the two cultivars might have different mechanisms of drought tolerance. Therefore, identifying and comparing the genome-wide response to water deficit stress between TAM 111 and TAM 112 will uncover drought tolerance mechanisms, and aid the breeding processes by determining the key pathways.

By using high-throughput sequencing technologies, RNA-Seq can quantify gene expression levels with high accuracy in the entire transcriptome^20^ and reveal the precise location of transcription boundaries as well as sequence variations^21^. Recently, RNA-Seq has been successfully utilized in wheat for analyzing expression of genes response for heat stress^13,22^, salt stress^23,24^, drought^22,25,26^ and flowering regulation^27^. Particularly, with the availability of whole genome sequences in wheat landrace ‘Chinese Spring’^28^ and pan-genome sequences (www.10wheatgenomes.com) from ten wheat cultivars, physical positions of genes identified through RNA-seq can be easily determined. Therefore, using RNA-Seq analysis can not only detect differentially expressed genes (DEGs) as candidate genes for the target traits, but also verify genes/QTLs identified through genetic linkage and association analysis according to corresponding genomic positions. Additionally, gene sequence from RNA-Seq can be used to develop genic markers for marker-assisted selection and genomic selection in drought tolerance breeding^29^.

This research aims to identify drought responsive genes in TAM 111 and TAM 112. The two cultivars were grown in a greenhouse under fully irrigated (wet) and drought (dry) conditions, and flag leaves from main tillers of the two cultivars were collected at heading and grain filling stages for RNA-seq studies. By comparing differentially expressed genes (DEGs) between the two cultivars under the irrigated and drought conditions, we identified the gene regulatory networks that are common between the two cultivars, as well as those specific to each.

## Materials and methods

### Plant materials and water deficit treatment

The two hard red winter bread wheat cultivars, TAM 111 and TAM 112, have excellent drought tolerance and were developed by Texas A&M AgriLife Research^16,17^. TAM 111 has the pedigree ‘TAM 107’//TX78V3620/CTK78/3/ TX87V1233, and TAM 107 has the pedigree ‘TAM 105’*4/’Amigo’. It had higher grain yield in irrigated conditions but lower grain yield under extended drought conditions than that of TAM 112. TAM 112 was derived from the cross U1254-7-9-2-1/TXGH10440 where the male parent was a TAM 110 sib (has pedigree ‘TAM 105’*4/’Amigo’)*5//’Largo) and TAM 107 sib was in the recurrent parent^30^. TAM 200 (has pedigree 391-56-D8/’Tascosa’//’Centurk’) *3/’Amigo’) was in the pedigree of the female parent U1254-7-9-2^17^.Therefore, the two cultivars are related with partially shared pedigree about less than 40% in common. TAM 112 is 2–3 days earlier on heading and maturity than TAM 111 but with similar height because both have *Rht1*. TAM 112 has 1AL.1RS, *Gb3* for greenbug resistance to biotype E, and *Cmc*_*TAM112*_ for resistance to wheat curl mite and is the most drought tolerant winter wheat in the US Great Plains^19,31–33^.

The water deficit treatments and sample collection were as described in Reddy et al.^18^. Briefly, a randomized complete block design (RCBD) was used with the sampling time (heading, HD and grain filling, GF) as blocks. Three replicates were included in each block, and four pots within each replicate were used for each treatment with one pot containing three plants of one cultivar, which resulted in the total of 16 pots (48 plants) per replication and 48 pots (144 plants) in each block. The pots were maintained at 100% gravimetric water content (GWC) for the first seven weeks. Water deficit treatments were started at the jointing stage (50 days after transplanting) with GWC reduced to around 50% for the dry treatment but maintained at 90% for the wet treatment.

### RNA extraction, library construction and sequencing

Wheat flag leaves are the main organs for implementing photosynthesis and providing the major assimilate source for plant growth, spike development and sensing environmental signals for adaptation^34^. Wheat flag leaf can contribute as high as 45–58% of photosynthetic performance under favorable conditions^35^ with 41–43% of assimilates used in grain filling after flowering^36^. Therefore, flag leaf tissues from primary tillers of four individual plants in each replicate were collected and pooled as one sample at each stage of heading (HD) (79 days after transplanting) and middle grain filling (GF) (100 days after transplanting, 21 days after heading at Feekes 11.1 milky stage). Leaf samples were immediately put into liquid nitrogen after their harvest and then stored at − 80 °C for processing. RNA was extracted using a Qiagen-RNeasy Mini kit according to instruction provided by the manufacturer. For preparing sequencing libraries, the TruSeq RNA Sample Preparation kit v2 was used following the manufacturer’s instructions. Briefly, mRNA was purified by using poly-T oligo-attached magnetic beads, cDNA was then synthesized after fragmentation, followed by A-tailing, adaptors ligation and PCR amplification. After quality check, each library was then deeply sequenced on a single lane of Illumina HiSeq 2000 to generate 75 bp pair-end reads.

### Transcriptome and gene expression level analysis

Transcriptome and gene expression analysis were conducted using computer program Cufflinks according to Trapnell^37^. Raw reads were filtered by removing adapters and trimming low quality bases (Phred score < 20) at the end of reads using Trimmomatic v0.38^38^. The wheat genome RefSeq v1.0 assembly and gene model annotation files were downloaded from the International Wheat Genome Sequencing Consortium (IWGSC)^28^ (https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Assemblies/v1.0/). The filtered reads were then aligned to the reference genome using tool TopHat2^39^. Transcript assembles were generated using the computer package Cufflinks^37^, and all assembled transcripts were further merged through the tool Cuffmerge using the wheat reference gene annotation as a guide. The tool Cuffdiff that was included in the Cufflinks package was then used to calculate gene expression level and normalize transcripts abundance to FPKM value (Fragment per kilobase of transcript per million reads mapped) and then make calls of differentially expressed genes (DEGs). The significance (*P* values) of DEGs were adjusted using the Benjamini and Hochberg multiple test correction approach^40^ to control the false discovery rate (FDR), and only the genes with an adjusted *P* value < 0.05 (FDR < 0.05) and had a fold change value greater than two (the absolute value of Log2 [expression level under dry/wet] is no less than one) were considered to have significant expression difference. In this research, the gene expression comparison was performed separately between two treatments (dry vs. wet) and between two cultivars (TAM 111 vs. TAM 112). In addition, the gene expression regulation was considered as up-regulated if the expression level is higher under the dry conditions (Log2[fold change] > 0), and down-regulated if the expression level is lower under drought treatment (Log2[fold change] < 0).

### Gene functional assignment

The computer program Blast2Go^41,42^ was used for functional annotation of the genes with significantly different expression levels under dry and wet conditions. The tool NCBI BLAST was used to compare DNA sequence of each DEGs with those stored in NCBI GenBank database (https://www.ncbi.nlm.nih.gov/) to infer gene function with BLAST expectation value (E value) threshold set at 1.0 × 10^–5^, and the tool InterProscan using the inferred protein sequences (motifs) to search against InterPro databases with the web service provided by EMBL-EBI (https://www.ebi.ac.uk/interpro/), to find gene ortholog (GO) related information. The tool GO Mapping was used to retrieve GO terms associated with BLAST search hits from NCBI GO database and online protein databases (such as PSD, UniProt, SwissProt, TrEMBL, RefSeq, GenPept and PDB). The tool Gene Ontology Annotation was then used to assign GO terms to gene sequences, and tool Gene Ontology Graphs was used to develop hierarchical structure of the gene ontology according to biological processes, protein molecule functions and subcellular localization of the proteins. For genes with ambiguous function descriptions from Blast2Go annotation, gene sequences were manually searched against NCBI^43^, and the translated protein sequences were used to search against online protein databases again to infer their function.

### Comparing TAM 111 and TAM 112 gene expressions responding to drought

To understand drought tolerance mechanisms in TAM 111 and TAM 112, comparison of gene expression difference between dry and wet conditions in each cultivar and expression difference between them under dry or wet conditions were separately conducted. DEGs common in both cultivars thus represented the similar mechanisms they shared for response to drought, and DEGs specific to each cultivar or showing different regulation patterns between them were the indication of unique drought-tolerance mechanism in each. The annotated genes response to drought were then used to develop hierarchical diagrams according to their roles in biological processes, molecule functions and cellular component locations through Blast2Go^41,42^, and the graphs of each cultivar were used to find the difference between TAM 111 and TAM 112 for their drought response. In addition, expression comparison of genes in the process of responding to water deficit stress, other drought related processes of heat and oxidative stress response, abscisic acid (ABA)-activated signal pathway and transcription regulations were also performed in the two cultivars to determine their specificity in drought tolerance.

### RT-qPCR analysis

To confirm the RNA-seq results, the expression levels of four differentially expressed genes (two were up-regulated and two were down-regulated) were analyzed through real-time quantitative polymerase chain reaction (RT-qPCR) using an Applied Biosystems ViiA 7 Real-Time PCR System. Reverse transcription was performed using Qiagen’s Omniscript RT Kit (Cat. # 205113) via standard protocol described by manufacturer. Primers of four genes were designed using Primer 3 web version 4.1.0 (https://bioinfo.ut.ee/primer3/) and then BLAST search against wheat reference genomic sequence (https://wheat-urgi.versailles.inra.fr/Seq-Repository/BLAST) to check specificity of the primers. Expressions of four genes were determined using Comparative Quantification and (ΔΔCt) method using Actin gene as an endogenous control. PCR amplification was conducted in a 20 µl mix contained 20 ng of cDNA template, 1 × SYBR Select Master Mix (Applied Biosystem), and 0.3 µM each of forward and reverse primers. Thermal cycling conditions were set at 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles of denaturing at 95 °C for 15 s and annealing at 60 °C for 1 min, with fluorescence detection at the end of each cycle. The amplification of a single product per reaction was confirmed by melting curve analysis. The primers sequences of four genes and the endogenous control (Actin gene) were listed in Table S1.

## Results

### Sequencing summary

In total, we generated > 720 Million 75 bp pair-end reads, which is about 47 Million reads per sample. After quality trimming and filtering, 671 Million reads were retained, yielding an average of 44 Million reads per sample. The average GC percentage is 51.7%, and the Q30 percentage is 95.3%. When mapping the RNA-seq reads to the reference genome, ~ 87.01% of the quality-filtered reads could be mapped and among these mapped reads, ~ 84.87% could be mapped uniquely to single location.

### Overall expression profile in TAM 111 and TAM 112

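Flag leaves of TAM 111 and TAM 112 were pooled from 4 plants per sample at heading (79 days after transplanting) and at middle grain filling (100 days after transplanting). Plants were held at around 50% gravimetric water content for the dry treatment and at 90% for the wet treatment. The deposited data hold 15 libraries in 8 groups of cultivar, stage and treatment. Each group has 2 libraries, except TAM 111 at heading under the wet treatment, which has 1. The authors trimmed the reads, aligned them with TopHat2, and assembled and quantified each library by itself with Cufflinks, guided by the reference annotation. They deposited the FPKM of each gene of each library with its confidence bounds, before the Cuffdiff step from which the paper called DEGs. They also deposited the merged catalogue of assembled loci on IWGSC RefSeq v1.0, whose locus numbers are the L_ numbers of the paper. The catalogue holds 110167 loci with a reference gene and 11850 loci without one. The FPKM values of a library were assigned to these loci by position with bedtools, without regard to strand, and summed per locus. If the confidence bounds are built from the square root of the number of fragments, they give the fragments behind each value and, through them, an estimate of the fragments in the library. The estimate was 7.80 M and 7.76 M fragments for TAM 111 at grain filling under the dry treatment, 7.61 M and 9.46 M under the wet treatment, 7.81 M and 7.34 M at heading under the dry treatment and 8.04 M under the wet treatment. For TAM 112 it was 7.24 M and 7.27 M at grain filling under the dry treatment, 7.03 M and 7.06 M under the wet treatment, 9.07 M and 8.47 M at heading under the dry treatment and 8.15 M and 7.80 M under the wet treatment. At 2 reads per fragment the mean is 15.7 M reads per library. The paper's reported average is 44 M reads per sample after filtering, and the deposited files do not explain the difference.

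FPKM values were used as deposited, without scaling between libraries, on the scale of log2(FPKM + 1). The test covered the 49025 loci with an FPKM of at least 1 in at least 2 libraries. A further 1147 loci reached that level but were left out, because in at least 1 library an entry that overlapped them was assigned to another locus. The limma package fitted the means of the 8 groups to all 15 libraries, with 7 residual degrees of freedom. A locus was called a DEG at an adjusted p below 0.05 after Benjamini-Hochberg adjustment and a change of at least 2-fold, the thresholds of the paper. Between the 2 libraries of a group, Pearson's r across loci was between 0.831 and 0.854, where loci are not independent replicates, and between 14.7% and 17.3% of the loci differed by at least 2-fold. An exact test of 2 libraries against 2 cannot give a p below 0.333, so single loci have no exact test.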

From sequencing reads of three replicates in TAM 111 and TAM 112 under dry and wet conditions at heading and grain filling stages, 122,017 sequences with length greater than 80 bp were assembled and mapped to wheat genome according to the IWGSC RefSeq v1.0^28^. Of those genes, 2254 showed significantly altered expression levels between dry and wet treatments in one of the two cultivars. 

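From the deposited FPKM values, limma with Benjamini-Hochberg adjustment called 3673 loci as dry–wet DEGs at 1 or both stages in at least 1 cultivar. On simulated libraries in which 200 loci were changed, by several sizes, the same fit called 49.5% of them for TAM 111 at heading. In the other 3 comparisons it called between 63.5% and 65.5%. Between 6 and 11 unchanged loci were called per comparison. Among the loci with the largest simulated change, the fit called 80.6% for TAM 111 at heading and between 88.1% and 92.5% in the other 3. The shares over all sizes therefore do not give the rate for changes near the 2-fold threshold. The alternative that moved the count of DEGs most was a separate fit of each comparison to its own libraries, with 675 loci.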

In total, TAM 111 had 1652 and TAM112 had 1816 dry–wet DEGs with 1214 (53.9%) being common in both cultivars, and 438 (19.4%) and 602 (26.7%) specific to TAM 111 and TAM 112, respectively (Fig. 1). 

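In the deposited libraries, 1519 loci were dry–wet DEGs in TAM 111 and 2995 in TAM 112. Both cultivars had 841 (22.9%) of them, 678 (18.5%) were called only in TAM 111 and 2154 (58.6%) only in TAM 112. Of the loci called only in TAM 111, 413 (60.9%) changed in the same direction in TAM 112, with a median log2 fold change of 0.32 there in the called direction. Of the loci called only in TAM 112, 1821 (84.5%) changed in the same direction in TAM 111, with a median of 0.81. The difference between the cultivars was itself tested with an interaction term, and the adjusted p of limma with Benjamini-Hochberg adjustment was below 0.05 for 94 of the loci called only in TAM 111 and for 63 of those called only in TAM 112.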

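At heading, limma with Benjamini-Hochberg adjustment called 240 loci in TAM 111, of which 29 were up regulated and 211 down regulated under the dry treatment, and 217 in TAM 112, of which 150 were up and 67 down. The comparison in TAM 111 rests on a single wet library. At grain filling, 1391 loci were called in TAM 111 (840 up and 551 down) and 2885 in TAM 112 (1987 up and 898 down). Among the loci called at heading, 33.3% in TAM 111 and 37.3% in TAM 112 held no reference gene, against 15.8% of all loci tested. The shares at grain filling were 16.2% and 11.6%. A locus without a reference gene is read as 0 in a library where it was not assembled. With an unadjusted p below 0.05 there were 4015 and 4605 loci at heading and 7799 and 10103 at grain filling, in TAM 111 and TAM 112 respectively. The median log2 fold change of all loci was 0.10 at grain filling in TAM 111 and 0.07 in TAM 112, and median-ratio scaling of the libraries set it to 0. With that scaling the counts at grain filling were 1285 in TAM 111 (636 up and 649 down) and 2616 in TAM 112 (1508 up and 1108 down), and with quantile normalization 1402 (689 up and 713 down) and 2494 (1338 up and 1156 down). The majority of up-regulated loci in TAM 111 is thus lost with either scaling. Fitted to its own 4 libraries, each comparison at grain filling called 0 loci, with 7658 in TAM 111 and 8018 in TAM 112 at an unadjusted p below 0.05.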

TAM 111 had 593 dry–wet DEGs at heading and 1532 at grain filling, and TAM 112 had 777 at heading and 1670 at grain-filling (Table 1). 

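Counted without a test, 7448 loci changed by at least 2-fold between the dry and wet means of TAM 111 at heading and 6046 in TAM 112. At grain filling the counts were 8696 in TAM 111 and 10264 in TAM 112. With each replicate left out in turn, which leaves 1 library in an arm and raises its noise, the counts at grain filling ranged from 9375 to 10860 in TAM 111 and from 10938 to 12816 in TAM 112. At heading they ranged from 8444 to 8646 in TAM 111 and from 7195 to 8093 in TAM 112. Among the 797 loci called in both cultivars with the same direction at grain filling, the absolute log2 fold change was larger in TAM 112 at 474 (59.5%), with a median difference of 0.12. At heading, where 29 loci were called in both cultivars with the same direction, it was larger in TAM 112 at 11, with a median difference of -0.14 that became 0.16 with a pseudocount of 0.1. With each replicate left out in turn, the median difference ranged from -0.22 (without replicate 1 of TAM 112 under the dry treatment) to -0.11 at heading, and from 0.078 to 0.22 (without replicate 1 of TAM 111 under the wet treatment) at grain filling.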

Overall, TAM 112 had more dry–wet DEGs detected than those of TAM 111 for both heading and grain filling stages. However, 53.9% of the dry–wet DEGs were common in both cultivars, suggesting that many of the drought response pathways are conserved between the two cultivars. In addition, some dry–wet DEGs also showed specificity to growth stage. For example, of the 1214 common in the two cultivars, 25 and 520 dry–wet DEGs were significant only at stages of heading and grain filling, respectively (Table 2), which implied that some responses are growth stage specific.

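Of the loci called in both cultivars, 17 had calls in opposite directions among the dry–wet comparisons, whether between cultivars or between stages. Tables S3 to S9 list 446 different loci as common to both cultivars, of which 425 could be tested in the deposited libraries. Both cultivars had a call in either direction at 196 of them, TAM 112 alone at 98, TAM 111 alone at 27 and neither at 104. Among those listed as down regulated, 1 was called up in TAM 111 and 1 in TAM 112. At grain filling, 417 of the 425 changed in the listed direction in TAM 111 and 412 in TAM 112, called or not. At heading these numbers were 360 and 392.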

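Of the loci called in both cultivars here, 7 were called only at heading, 678 only at grain filling and 156 at both stages. A stage was counted if either cultivar had a call there, so the 156 loci need not be called in both cultivars at both stages. The difference of the dry–wet change between the stages was tested with an interaction term. With limma with Benjamini-Hochberg adjustment, 99 loci had an adjusted p below 0.05 in TAM 111, of which 77 had the more positive change at grain filling, and 92 in TAM 112, of which 52 did. Of these loci, 52 in TAM 111 and 62 in TAM 112 held no reference gene, against 15.8% of all loci tested.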

**Figure 1:**
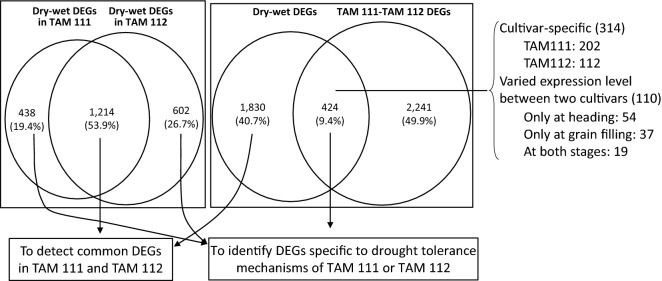
Differentially expressed genes (DEGs) revealed by expression comparison between dry and wet conditions in TAM 111 and TAM 112 and between TAM 111 and TAM 112 wheats under dry and wet conditions.

**Table 1:** Comparison of differentially expressed genes (DEGs) between dry and wet conditions within and between TAM 111 and TAM 112 at heading (HD) and grain filling (GF) stages.

Comparison	DEGs
Between dry and wet treatments	2254
TAM 111	1652
TAM 111 at HD	593
TAM 111 at GF	1532
TAM 112	1816
TAM 112 at HD	777
TAM 112 at GF	1670
Between TAM 111 and TAM 112	2665
Dry	1781
Dry at HD	647
Dry at GF	1541
Wet	1865
Wet at HD	1621
Wet at GF	650

**Table 2:** The dry–wet differentially expressed genes (DEGs) identified in wheat cultivars TAM 111 and TAM 112 at heading (HD) and grain filling (GF) stages.

Significant DEGs	TAM 111		TAM 112	
	HD	GF	HD	GF
**Common in two cultivars (1214 genes)**				
Both cultivars at both HD and GF	276	276	276	276
TAM111 at HD, TAM 112 at HD&GF	14	0	14	14
TAM111 at GF, TAM 112 at HD&GF	0	276	276	276
TAM111 at HD&GF, TAM 112 at HD	33	33	33	0
TAM111 at HD&GF, TAM 112 at GF	70	70	0	70
Both cultivars at HD only	25	0	25	0
Both cultivars at GF only	0	520	0	520
**Cultivar-specific (1040 genes)**				
TAM 111 at HD & GF	94	94	0	0
TAM 112 at HD & GF	0	0	65	65
TAM 111 at HD	81	0	0	0
TAM 111 at GF	0	263	0	0
TAM 112 at HD	0	0	88	0
TAM 112 at GF	0	0	0	449
Total (2254 genes)	593	1532	777	1670

Comparison of gene expression between TAM 111 and TAM 112 found 2665 genes to have significantly different expression levels with 1781 under drought and 1865 under well-watered conditions (Table 1). 

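Between the cultivars, limma with Benjamini-Hochberg adjustment called 1285 loci in the deposited libraries, 963 of them under the dry and 603 under the wet treatment. Chromosome 1A held 226 of these loci, of which 212 were lower in TAM 112, and they made up 11.7% of its 1931 loci tested. On the other chromosomes of known position the share was between 1.39% and 3.68%. Over the first 50 Mb of chromosome 1A the median difference of log2(FPKM + 1) between TAM 112 and TAM 111 was -1.33 across 169 loci, and up to 200 Mb it was between -1.33 and -1.59. All 8 TAM 112 libraries were below all 7 TAM 111 libraries in each of these intervals (two-sided exact permutation test, p = 0.000311, the smallest p that 8 libraries against 7 allow, adjusted p = 0.00124 over the 36 intervals of the 3 chromosomes). The same p is reached in 5 other intervals of the 3 chromosomes with differences between -0.09 and 0.17, so the size of the difference and not the p sets the first 200 Mb of chromosome 1A apart. From 200 Mb on, the difference on chromosome 1A was between -0.12 and 0.02, and on chromosomes 1B and 1D it was between -0.07 and 0.17. The paper states that TAM 112 has 1AL.1RS.

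**Figure D1:**
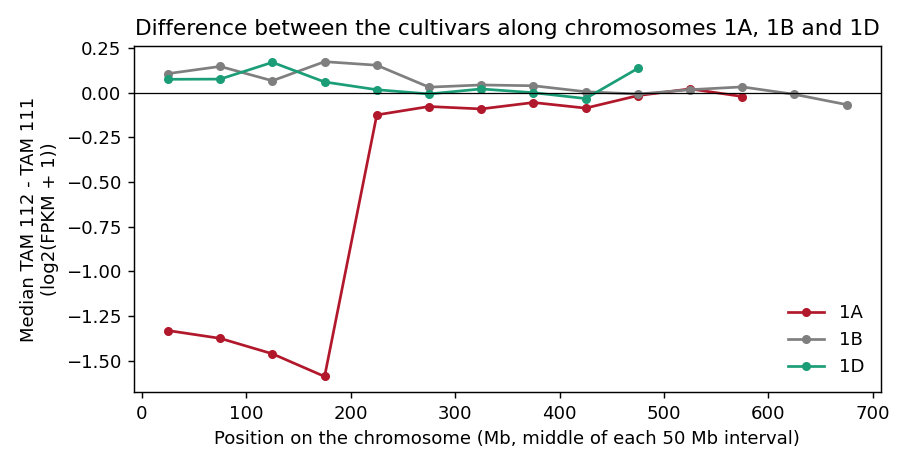
Median difference in log2(FPKM + 1) between TAM 112 (8 libraries) and TAM 111 (7 libraries) over the loci of each 50 Mb interval (vertical axis), against the position of the interval in Mb (horizontal axis), for chromosomes 1A, 1B and 1D. Chromosome 1A lies between -1.33 and -1.59 over its first 200 Mb and near 0 after that.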

Interestingly, the number of dry–wet DEGs between two cultivars at the two growth stages varied according to the growth conditions. 

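By limma with Benjamini-Hochberg adjustment, 312 loci differed between TAM 112 and TAM 111 under the dry treatment at heading (104 higher and 208 lower in TAM 112) and 835 at grain filling (252 higher and 583 lower). Under the wet treatment, 409 loci differed at heading (50 higher and 359 lower) and 393 at grain filling (74 higher and 319 lower). Loci without a reference gene made up 46.2% of the calls at heading and 32.1% at grain filling under the dry treatment. Under the wet treatment they made up 35.5% and 47.6%, against 15.8% of all loci tested. Such loci are read as 0 where they were not assembled, so part of these calls may come from assembly. The comparison at heading under the wet treatment rests on 1 TAM 111 library. Fitted to its own libraries, it called 1121 loci, and the other 3 comparisons called between 0 and 5, with 3424 loci at an unadjusted p below 0.05 for wet grain filling.

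The 2 TAM 111 libraries of a group did not stand equally far from TAM 112. At heading under the dry treatment, 6920 loci differed by at least 2-fold between replicate 1 of TAM 111 and the mean of TAM 112, and 8034 for replicate 2. At grain filling under the wet treatment the numbers were 6503 for replicate 1 and 7703 for replicate 2, and under the dry treatment 8546 and 9544. Loci with an FPKM of at least 1 in every library of one cultivar at one stage and of at most 0.1 in every library of the other were then read at the other stage. In replicate 1 at heading under the dry treatment, 61.4% of the 236 loci found only in TAM 111 at grain filling were present, against 85.2% and 91.9% in the other TAM 111 libraries of that stage. In the same library 38.8% of the 67 loci found only in TAM 112 were present, against 5.97% and 13.4%. In replicate 1 at grain filling under the wet treatment, the shares were 72.5% of 207 loci, against between 90.3% and 92.8%, and 50.9% of 106 loci, against between 18.9% and 21.7%. From the numbers of DEGs at the 2 stages under each treatment, the paper states that the cultivars had different strategies for responding to water stress at those stages.

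**Figure D2:**
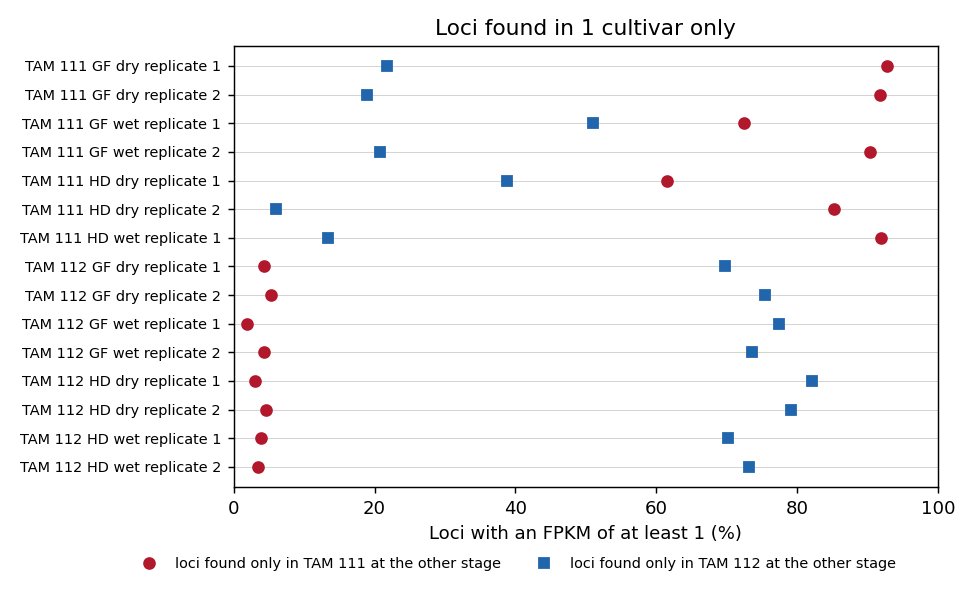
Share of the loci found in only 1 cultivar at the other stage that have an FPKM of at least 1 (horizontal axis, %) in each of the 15 libraries (vertical axis). Circles are loci found only in TAM 111 and squares loci found only in TAM 112. In replicate 1 of TAM 111 at heading under the dry treatment (61.4% and 38.8%) and at grain filling under the wet treatment (72.5% and 50.9%) the points lie closer together than in the other libraries.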

Under well-watered condition, more dry–wet DEGs between the cultivars were found at the heading (1621) than grain filling stage (650), whereas under the dry treatment, more dry–wet DEGs were found at the grain filling (1541) than the heading stage (647) (Table 1), indicating that the two cultivars had different strategies for responding to water stress at those stages. 

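The dry–wet DEGs and the DEGs between cultivars shared 635 loci (14.7% of all loci in either set), of which 583 were dry–wet DEGs in 1 cultivar and 52 in both. An interaction of cultivar and treatment with an adjusted p below 0.05, by limma with Benjamini-Hochberg adjustment, was found for 175 of these 635 loci. The 2 sets are drawn from the same libraries, which gives them loci in common without any effect. In 20 simulations without group effects, lists of the same sizes (the 3673 and 1285 loci with the smallest p in limma, before Benjamini-Hochberg adjustment, among changes of at least 2-fold) shared between 753 and 812 loci. These simulated lists hold only noise ranked by p, whereas the 635 loci are shared between sets called at an adjusted p below 0.05. In simulations without group effects, sets called by adjusted p shared 0 loci. The comparison therefore cannot say how many of the 635 shared loci come from the shared libraries.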

When DEGs of dry vs. wet and TAM 111 vs. TAM 112 were intersected, only 424 (9.4%) were found in common which included 314 that were cultivar specific and 110 that had significant fold change difference between the two cultivars for drought response (Fig. 1). These 424 dry–wet DEGs were considered the genes regulated specifically in either cultivar, and were further analyzed to understand specific drought tolerance mechanisms in each cultivar (Fig. 1). Likewise, the DEGs found in dry vs. wet comparison in both cultivars with similar fold change were identified as those regulated similarly between the two cultivars and were further analyzed to uncover the common mechanisms of drought response in TAM 111 and TAM 112 (Fig. 1).

### Gene ontology annotation and enrichment analysis of DEGs in TAM 111 and TAM 112 under dry and wet conditions at heading and grain filling stages

Of the 2254 DEGs identified in TAM 111 and TAM 112 under dry and wet conditions at heading and grain filling stages, gene ontology (GO) annotation and NCBI BLAST against the online DNA and protein databases inferred the potential function of 1855 genes whereas function of 399 genes remained unknown. The 399 genes with unknown functions included 258 encoded either predicted or uncharacterized proteins and 141 had no BLAST hits (no similar DNA sequence) in NCBI DNA database and no similar GO terms can be determined according to current protein databases. However, using those 141 genes with no BLAST hits as queries to BLAST against IWGSC^28^ (https://urgi.versailles.inra.fr/blast_iwgsc/) sequence database, all of them had high similarity to the corresponding sequences (Table S2), suggesting that those no-hits sequences likely represented novel genes in the wheat genome and were related to drought response, especially manifested in TAM 111 and TAM 112.

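All 141 loci of Table S2 are in the merged catalogue, and the longest assembled transcript of 137 of them has the length listed in the table. None of the 141 overlaps a gene of the reference annotation, so each was added by the assembly of at least 1 library. In the deposited libraries, 85 of them had an FPKM above 0 in exactly 1 of the 15 libraries and 4 in all 15.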

According to 1855 genes with assigned functions, two sets of genes with significant dry–wet expression difference in TAM 111 (1389 genes) and TAM 112 (1549 genes) were used to develop hierarchical graphs in each cultivar according to their roles in biological processes, molecule functions and locations in cellular components. The hierarchical biological processes diagram included 1153 genes with 884 and 978 differentially expressed in TAM 111 and TAM 112, respectively (Fig. 2). For most of the biological processes, the number of genes associated with each process were greater in TAM 112 than TAM 111. However, the process of protein phosphorylation and other related biological processes such as protein modification process, cellular protein metabolic process, phosphorus and phosphorus metabolic process, etc., all showed more dry–wet DEGs in TAM 111 than TAM 112 (Fig. 2). 

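Table S3 lists 181 loci of protein phosphorylation, and 168 of them could be tested in the deposited libraries. Of its listed changes, each a locus in 1 cultivar at 1 stage, 444 could be tested, 423 went in the listed direction and 171 were called by limma with Benjamini-Hochberg adjustment. In TAM 111, 17 of 96 listed changes were called at heading and 67 of 140 at grain filling. In TAM 112, 4 of 86 were called at heading and 83 of 122 at grain filling. Over Tables S3 to S9 together, 662 of 1637 listed changes were called over all loci tested and 1156 when adjusted over the list alone. The lists were chosen on these samples, so the latter is not independent evidence.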

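In the deposited libraries, a call in either direction at either stage was found in both cultivars for 49 of the 168 loci tested of Table S3. In TAM 111 alone it was found for 26, in TAM 112 alone for 40 and in neither for 53. Among the loci listed as down regulated, 1 was called up in TAM 111 and 0 in TAM 112.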

In total, 181 dry–wet DEGs in TAM 111 and TAM 112 were involved in protein phosphorylation with 163 and 136 genes being differentially expressed only in TAM 111 and TAM 112, respectively (Fig. 2 and Table 3). Among them, 118 genes showed differential expression in both cultivars under dry and wet conditions with two at heading, 24 at grain filling and 80 at both stages. 

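Of the loci listed in Table S3 as common to both cultivars and down regulated, 98 could be tested. Their median log2 fold change was -1.26 at heading and -1.67 at grain filling in TAM 111, and -0.94 and -1.77 in TAM 112. The direction was down at grain filling for 96 loci in TAM 111 and 94 in TAM 112. The call was made in both cultivars for 38 loci. The signs of these medians were the same with median-ratio scaling and with quantile normalization of the libraries.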

The expression data indicated that the majority (106 genes) of those common dry–wet DEGs were down regulated, and most of those are predicted to have a kinase activity. Of the 45 and 18 dry–wet DEGs involved in protein phosphorylation that were specifically found in TAM 111 and TAM 112, respectively, 43 TAM 111-DEGs were down-regulated whereas ten TAM 112-DEGs were up-regulated (Table 3). 

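Among the loci that Table S3 lists as down regulated only in TAM 111, 39 could be tested, with a median log2 fold change of -1.32 at heading and -1.34 at grain filling in TAM 111. In TAM 112 their medians were -0.42 and -0.63. The 9 loci tested of those listed as up regulated only in TAM 112 had a median of 1.57 in TAM 112 and 0.48 in TAM 111 at grain filling. Over Tables S3 to S9, an interaction of cultivar and treatment had an adjusted p below 0.05, by limma with Benjamini-Hochberg adjustment, at 3 of the 225 loci tested that are listed for 1 cultivar, and at 15 when adjusted over the list alone.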

The functions of those down-regulated genes in TAM 111 were mostly related to kinase activity involved in defense response, signal transduction and programmed cell death etc. On the other hand, among ten up-regulated genes in TAM 112, three (L_066553, L_081188 and L_001137) were related to cell development, two (L_010317 and L_024447) were related to water deprivation stress response, one (L_005995) for photosynthesis and two (L_090655 and L_095893) for defense response (Table S3).

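In TAM 112 at grain filling, limma with Benjamini-Hochberg adjustment called L_066553 (log2 fold change 1.42, adjusted p = 0.0476), L_081188 (1.43, adjusted p = 0.0164), L_005995 (2.34, adjusted p = 0.011) and L_095893 (2.24, adjusted p = 0.0395). L_001137 was also called, with an FPKM of 1.98 ± 0.189 (SD, n = 2) under the dry treatment and listed at 0 in both wet libraries. The calls of L_066553 and L_095893 were lost with median-ratio scaling and with quantile normalization, and without replicate 1 of the dry treatment the log2 fold change of L_066553 was 0.88. L_024447 had a log2 fold change of 1.77 (standard error 0.53) and L_090655 of 1.58 (standard error 0.53), and neither was called. L_010317, on chromosome 1B without a reference gene, was above 0 in 1 of the 2 dry libraries at each stage of TAM 112 and listed at 0 in the other 13 libraries. In TAM 111 at grain filling, L_005995 was also called, with a log2 fold change of 1.86, and this call was lost with both scalings. L_090655 had 2.00 there and was not called. Among these 8 loci, the smallest adjusted p of the interaction of cultivar and treatment at grain filling was 0.673, by limma with Benjamini-Hochberg adjustment.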

**Figure 2:**
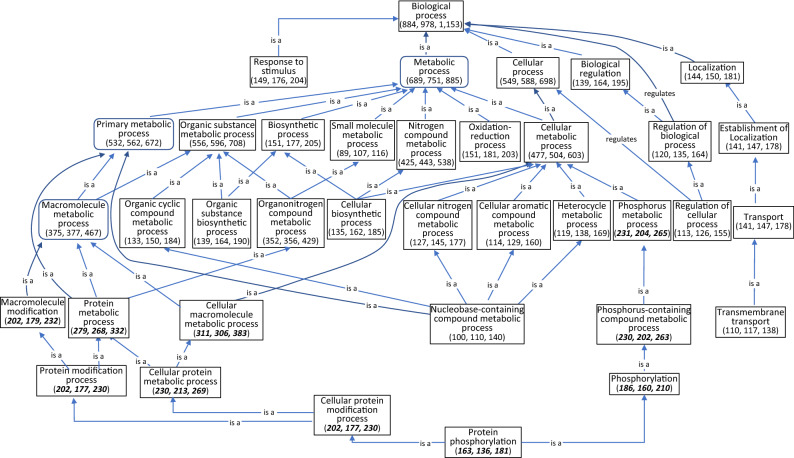
Hierarchical diagram of biological process according to 1153 annotated genes that were differentially expressed under dry and wet conditions in wheat cultivars TAM 111 and TAM 112. Numbers in parenthesis indicate the number of genes in each biological process with the first number indicating genes of TAM 111 followed by those of TAM 112 and the total number of unique genes in both cultivars combined. Numbers in bold and italic font style showed that TAM 111 had a higher number of DEGs for the corresponding biological process, which were different from the majority where TAM 112 had a higher number of DEGs.

**Table 3:** Regulation of dry–wet differentially expressed genes (DEGs) involved in biological process, molecule functions and cellular components of TAM 111 and TAM 112 under water deficit stress at heading (HD) and grain filling (GF) stages.

Pathway function/Stages	Common in both cultivars		TAM 111-specific		TAM 112-specific	
	Down-regulated	Up-regulated	Down-regulated	Up-regulated	Down-regulated	Up-regulated
**Biological process—protein phosphorylation**						
Only at HD	2	0	9	1	3	0
Only at GF	24	5	30	1	5	10
At both HD and GF	80	7	4	0	0	0
**Molecule function—adenyl ribonucleotide binding**						
Only at HD	0	0	2	1	1	4
Only at GF	11	14	10	1	3	14
At both HD and GF	19	20	4	0	1	1
**Cellular component—nucleus**						
Only at HD	0	0	1	2	0	1
Only at GF	16	29	8	8	5	4
At both HD and GF	19	36	1	0	2	1
**Cellular component—plasma membrane**						
Only at HD	0	0	1	1	1	0
Only at GF	12	11	6	1	3	10
At both HD and GF	21	8	4	0	0	0

The hierarchical diagram of molecule functions was built based on 1361 genes with known functions, and 1025 and 1143 genes were differentially expressed in TAM 111 and TAM 112, respectively (Fig. 3). Similar to what was shown in the hierarchical biological process diagram, number of molecules with protein kinase activity showed significant difference between TAM 111 and TAM 112 with almost the same set of genes with protein phosphorylation functions. Molecules with the function of adenyl ribonucleotide binding also have more genes differentially expressed in TAM 111 than TAM 112 (Fig. 3). 

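Table S4 lists 106 loci of adenyl ribonucleotide binding that are not in the set of protein phosphorylation, of which 101 could be tested. Of 247 listed changes tested, 114 were called and 234 went in the listed direction. At grain filling, 40 of 76 listed changes were called in TAM 111 and 60 of 79 in TAM 112. At heading the numbers were 5 of 46 and 9 of 46.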

Of the total of 285 dry–wet DEGs having function of adenyl ribonucleotide binding, 243 and 222 were differentially expressed in TAM 111 and TAM 112, respectively. 

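Loci of adenyl ribonucleotide binding with a call in either direction in the deposited libraries numbered 40 in both cultivars, 5 in TAM 111 alone and 23 in TAM 112 alone. No call was made for 33 of the 101 loci tested. Among those listed as down regulated, 2 were called up in TAM 111 and 1 in TAM 112.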

After removing genes overlapping with the sets involved in protein phosphorylation, 106 genes solely assigned to adenyl ribonucleotide binding remained with 64 commonly shown in both cultivars and 18 and 24 were specific to TAM 111 and TAM 112, respectively (Table 3). 

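For the loci of adenyl ribonucleotide binding listed as common to both cultivars, the median log2 fold change at grain filling was 2.01 in TAM 111 and 2.77 in TAM 112 over 32 up-regulated loci, and -1.41 and -1.59 over 30 down-regulated loci. The 15 loci tested of those listed as down regulated only in TAM 111 had medians of -1.12 in TAM 111 and -0.55 in TAM 112 at this stage. The 17 loci tested of those listed as up regulated only in TAM 112 had medians of 1.24 in TAM 112 and 0.92 in TAM 111.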

Of the 64 common dry–wet DEGs in two cultivars, 30 were down-regulated and 34 were up-regulated, but for DEGs that were cultivar specific, 16 out of 18 dry–wet DEGS in TAM 111 were down-regulated, while 19 out of 24 dry–wet DEGs in TAM 112 were up-regulated. Among common dry–wet DEGs of adenyl ribonucleotide binding in TAM 111 and TAM 112, down-regulated genes were mostly predicted to function in protein phosphorylation with kinase activity while 34 genes up-regulated were mostly involved in processes response to water deprivation, heat and oxidative stresses and transmembrane transporting (Table S4). As for specific dry–wet DEGs of adenyl ribonucleotide binding genes in each cultivar, down-regulated genes in TAM 111 were mostly related to defense response, whereas the up-regulated genes in TAM 112 were mostly involved in response to water deprivation, heat and oxidative stresses, ABA-signaling pathway and transmembrane transporting (Table S4).

**Figure 3:**
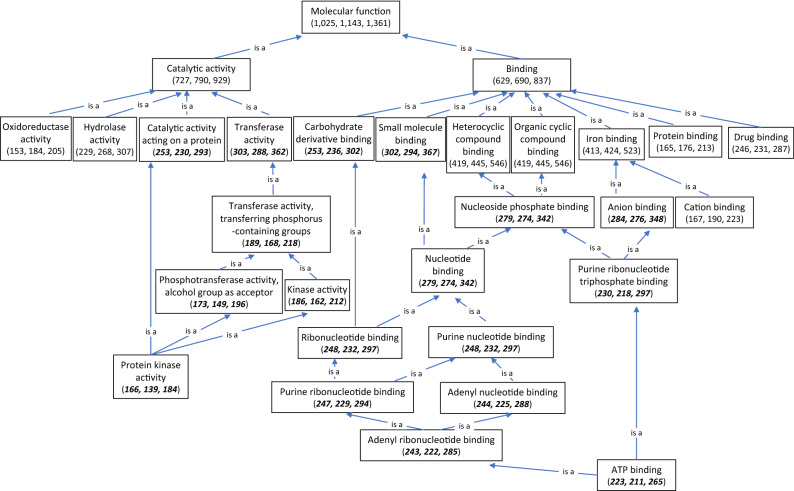
Hierarchical diagram of molecule function according to 1361 annotated genes that were differentially expressed under dry and wet conditions in TAM 111 and TAM 112. Numbers in parenthesis indicate the number of genes in each molecule function with the first number indicating genes of TAM 111 followed by that of TAM 112 and the total number of the unique genes in both cultivars combined. Numbers in bold and italic font style showed that TAM 111 had a higher number of DEGs for the corresponding molecule function, which were different from the majority where TAM 112 had a higher number of DEGs.

Among 892 genes with known functions used in developing hierarchical diagram according to protein locations in cellular components, 688 and 741 genes were differentially expressed in TAM 111 and TAM 112, respectively, with those localized in nucleus and plasma membrane showing significant differences between two cultivars (Fig. 4). A total of 133 genes encoded products predicted to localize in nucleus with 120 and 113 showed significant dry–wet differential expression in TAM 111 and TAM 112, respectively (Fig. 4 and Table 3), with 100 common in both cultivars, and 20 and 13 specific in TAM 111 and TAM 112, respectively (Table S5). 

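In the deposited libraries, 126 of the loci of Table S5 could be tested. A call in the listed direction was found in both cultivars for 41 of them, in TAM 111 alone for 6, in TAM 112 alone for 32 and in neither for 47. At heading, 0 of 57 listed changes were called in TAM 111, where 101 of the 126 loci went in the listed direction, and 7 of 57 in TAM 112. At grain filling, 45 of 110 were called in TAM 111 and 68 of 107 in TAM 112.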

Among the common dry–wet DEGs, 35 genes were down-regulated and 65 were up-regulated, whereas among dry–wet DEGs specifically shown in each cultivar, about half of them were up-regulated (Table 3). 

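The median log2 fold change of the common loci with products in the nucleus was 2.25 in TAM 111 and 2.50 in TAM 112 at grain filling over 63 up-regulated loci, and 31 of 32 down-regulated loci were down in each cultivar, with a median of -1.92 in TAM 111. The 10 loci listed as up regulated only in TAM 111 had a median of 1.66 in TAM 111 and 1.53 in TAM 112. The 6 loci listed as up regulated only in TAM 112 had a median of 1.62 in TAM 112 and 0.79 in TAM 111.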

In TAM 111, the up-regulated genes were mainly involved in response to stresses and transcription regulating, whereas in TAM 112, those up-regulated genes were encoding chloroplastic proteins or were related to transmembrane activities (Table S5).

**Figure 4:**
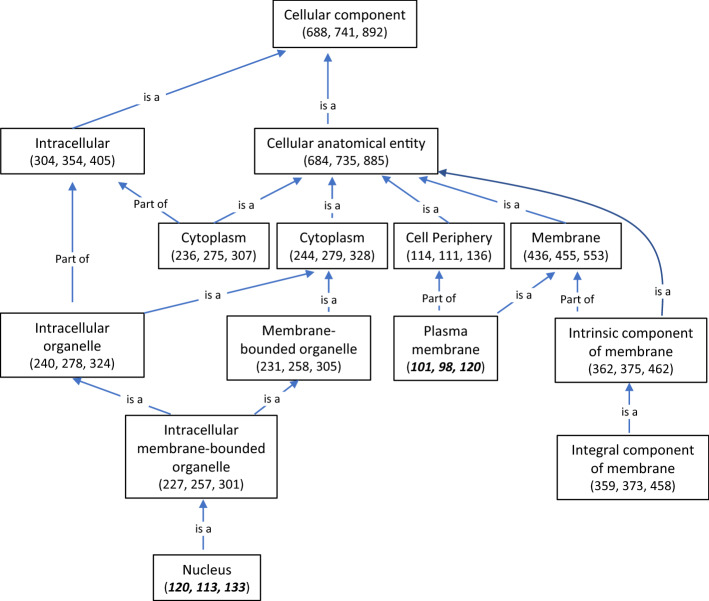
Hierarchical diagram of cellular components according to 892 annotated genes that were differentially expressed under dry and wet treatments in TAM 111 and TAM 112. Numbers in parenthesis indicate the number of genes in each cellular component with the first number indicating the genes in TAM 111 followed by that of TAM 112 and the total number in both cultivars. Numbers in bold and italic font style showed that TAM 111 had a higher number of DEGs for the corresponding cellular component, which were different from the majority where TAM 112 had a higher number of DEGs.

A total of 120 genes with encoded proteins predicted to localize in plasma membrane and showing expression difference were identified in the two cultivars (Fig. 4). Of those, 101 and 98 dry–wet DEGs were found in TAM 111 and TAM 112, respectively, which included 52 in common, 13 in TAM 111 and 14 in TAM 112 after excluding genes with products in nucleus membrane that overlapped with those listed in Table 3. 

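Of the loci of Table S6, 74 could be tested, and 24 had a call in the listed direction in both cultivars, 9 in TAM 111 alone, 13 in TAM 112 alone and 28 in neither. At grain filling, 32 of 61 listed changes were called in TAM 111 and 37 of 62 in TAM 112. At heading, 3 of 35 and 2 of 29 were called.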

The common dry–wet DEGs had 33 down-regulated and 19 up-regulated, whereas in those specific to cultivars, 11 out of 13 in TAM 111 were down-regulated and 10 out of 14 in TAM 112 were up-regulated. 

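Over the common loci with products in the plasma membrane, the median log2 fold change at grain filling was -1.84 in TAM 111 and -1.61 in TAM 112 for 32 down-regulated loci, and 1.90 and 2.26 for 19 up-regulated loci. The 10 loci tested of those down regulated only in TAM 111 had a median of -1.66 in TAM 111 and -0.39 in TAM 112. The 9 tested of those up regulated only in TAM 112 had a median of 2.15 in TAM 112 and 0.80 in TAM 111.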

The down-regulated genes in TAM 111 were related to transmembrane transporting water, amino acid and protein, or defense response, while the up-regulated genes in TAM 112 were involved in processes related to transmembrane transporting, metabolism and biosynthesis (Table S6). Based on comparison of hierarchical graphs developed in each cultivar, in addition to the common dry–wet DEGs that occupied a main portion of genes differentially expressed in two cultivars, significantly different gene regulations were observed in cultivar-specific dry–wet DEGs with more genes in TAM 112 being up-regulated under drought. This indicates that TAM 112 is relatively more active than TAM 111 in responding to drought.

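Among the loci called only in TAM 111, 48.8% were up regulated (326 up and 342 down, leaving out 10 called in both directions). Among those called only in TAM 112, 71.0% were up regulated (1529 up and 624 down, leaving out 1 called in both directions). These shares depend on the scaling between libraries. With median-ratio scaling they were 41.5% and 60.7%, and with quantile normalization 43.1% and 55.6%. With a mean FPKM of at least 5 in place of the minimum of 1 in 2 libraries, the share for TAM 111 was 59.0%.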

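Over Tables S3 to S9, the loci listed as up regulated only in TAM 112 had a median log2 fold change at grain filling of 1.83 in TAM 112 and 0.88 in TAM 111 (91 loci tested), and those listed as down regulated only in TAM 111 had -1.31 in TAM 111 and -0.54 in TAM 112 (89 loci tested). The last of these medians was -0.34 without replicate 2 of the dry treatment, and 0.24 with a minimum mean FPKM of 5. Of the 225 loci listed for 1 cultivar that could be tested, 21 were called in the other cultivar. Across all loci, an interaction of cultivar and treatment had an adjusted p below 0.05, by limma with Benjamini-Hochberg adjustment, at 75 loci at heading and 115 at grain filling, with 2772 and 3132 at an unadjusted p below 0.05. From the comparison of hierarchical graphs, with more up-regulated genes among the DEGs found only in TAM 112, the paper states that TAM 112 was relatively more active than TAM 111 in its response to drought.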

### Expression of genes response to water deprivation stress in TAM 111 and TAM 112 under dry and wet conditions at heading and grain filling stages

Among 1855 genes with assigned functions, a total of 92 genes involved in water deficit stress were differentially expressed in at least one of the two cultivars at either heading or grain filling stages, with 61 dry–wet DEGs being common in both cultivars, and 13 and 18 specific to TAM 111 and TAM 112, respectively (Fig. 5 and Table S7). 

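For the loci of Table S7, 227 listed changes could be tested in the deposited libraries, of which 101 were called and 216 went in the listed direction. Of 87 loci tested, 35 were called in both cultivars, 7 in TAM 111 alone, 18 in TAM 112 alone and 27 in neither.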

The functions of the encoded proteins include amylase, aquaporin, caleosin, dehydrin, dioxygenase, heat/cold-shock protein, kinase, late embryogenesis abundant protein, oxidoreductase, phosphatase, synthase and transporters which were involved in processes of response to water deprivation, water transport and exchange and drought recovery (Table S7). 

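Over the loci that Table S7 lists as up regulated in both cultivars, such as those of dehydrin, amylase and caleosin, 41 could be tested. Their median log2 fold change was 0.98 at heading and 2.41 at grain filling in TAM 111, and 1.81 and 3.08 in TAM 112, and all 41 were up at grain filling in both cultivars. The 17 loci listed as down regulated in both had medians of -0.54 and -2.02 in TAM 111 and of -0.71 and -1.92 in TAM 112. At grain filling, 16 of the 17 were down in TAM 111 and 17 in TAM 112. The signs of these medians were the same with median-ratio scaling and with quantile normalization.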

Among 61 common dry–wet DEGs, 16 genes encoding aquaporin, phosphorylase, kinase, dehydrogenase and sugar transporter were down-regulated, and 44 genes encoding dehydrin, amylase, caleosin, late embryogenesis abundant protein and oxidoreductase were up-regulated under drought condition (Table S7). Among the 13 dry–wet DEGs specific to TAM 111, eleven genes encoding kinase, aquaporin, phosphatase synthase, dehydrogenase and lipid droplets-associated proteins were down regulated and two genes encoding ABA-inducible protein kinases were up regulated. On the other hand, for TAM 112-specific dry–wet DEGs, three genes encoding transcription factors and transmembrane transporter were down regulated and fifteen genes encoding dehydrin, dehydrogenase, heat shock protein, late embryogenesis abundant protein, lyase, phosphatase, protease and kinase were up-regulated (Fig. 5 and Table S7). 

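In TAM 111, the 11 loci of Table S7 listed as down regulated only in this cultivar had a median log2 fold change of -1.56 at grain filling, and 9 of them were down. At heading the median was 0.00, with 5 of the 11 down. In TAM 112 the median was 0.00 at both stages. Calls were made for 2 of the 11 in TAM 111 and none in TAM 112. The loci listed as up regulated only in TAM 111 could not be tested.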

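The 15 loci of Table S7 listed as up regulated only in TAM 112 were all up in TAM 112 at both stages, with medians of 0.91 at heading and 2.16 at grain filling, and 10 were called at grain filling. In TAM 111 at grain filling, 13 of the 15 were up, with a median of 0.97. The 3 loci listed as down regulated only in TAM 112 had a median of -2.07 in TAM 112 and -1.02 in TAM 111 at grain filling.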

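Among the loci of response to water deprivation that are listed as common, limma with Benjamini-Hochberg adjustment called 33 of the 58 tested in both cultivars, 4 in TAM 111 alone, 7 in TAM 112 alone and 14 in neither.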

Overall, the two cultivars shared over 60% of DEGs involved in response to water deprivation, which agrees with their excellent drought tolerance. However, based on cultivar-specific dry–wet DEGs, TAM 112 have more genes than TAM 111 for drought response with majority being up regulated, while the specific dry–wet DEGs in TAM 111 were mainly down regulated (Table S7), which was consistent with the comparison between two cultivars through hierarchy and further proves that TAM 112 was relatively more responsive to water deficit stress than TAM 111.

**Figure 5:**
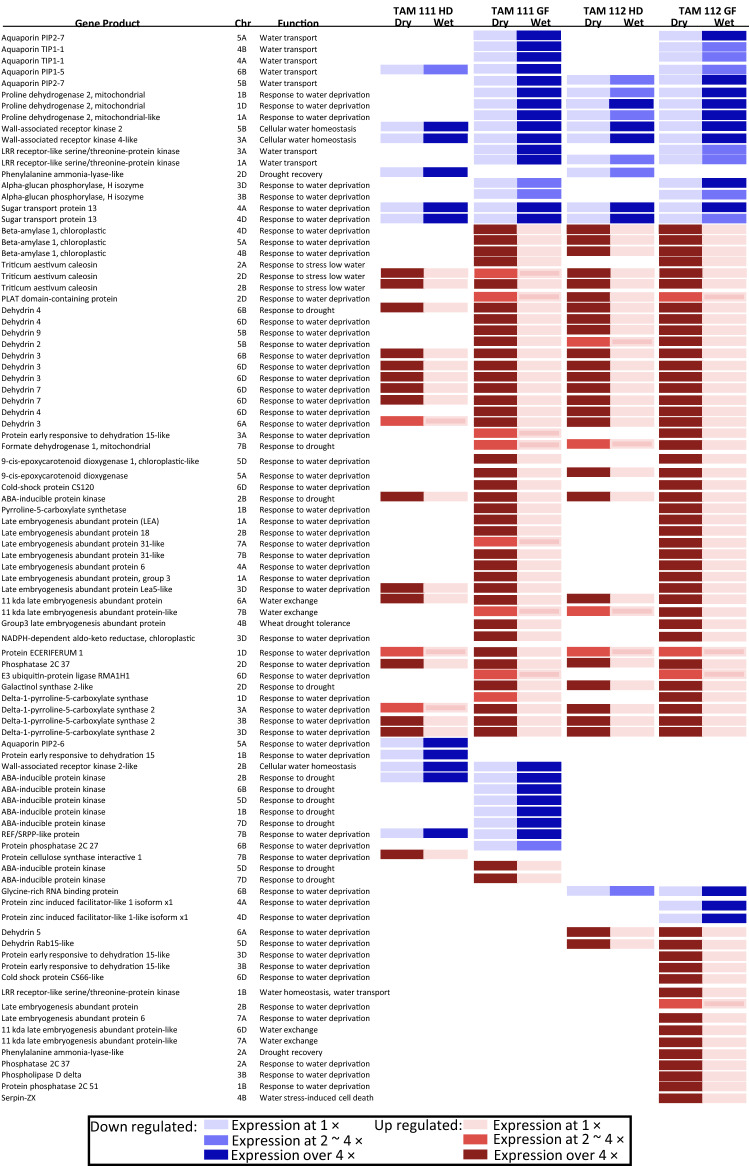
Expression heat map of differentially expressed genes (DEGs) response to water deprivation stress in TAM 111 and TAM 112 under dry and wet conditions at heading and grain filling stages. Chr = Chromosome, HD = heading stage, and GF = grain filling stage.

### Expression of genes response to heat and oxidative stresses, abscisic acid (ABA)-activated signal pathway, and transcription factors in TAM 111 and TAM 112

Since drought tolerance is closely related to genes response to heat stress^44^ and oxidative^5^, ABA-induced signal pathways^8^ and transcription factors^11^, comparison of dry–wet DEGs in these pathways between TAM 111 and TAM 112 was conducted according to 1855 genes with known functions. For response to heat stress, 73 genes showed different expression patterns under drought and wet conditions in the two cultivars with 41 being common, and six and 26 being specific in TAM 111 and TAM 112, respectively (Tables 4 and S8). 

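For the loci of Table S8, 189 listed changes could be tested, 187 went in the listed direction and 83 were called. In TAM 112, 26 of 55 were called at heading and 32 of 50 at grain filling. In TAM 111, 1 of 37 was called at heading and 24 of 47 at grain filling.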

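Among the genes of response to heat stress, the 39 loci that Table S8 lists as up regulated in both cultivars had a median log2 fold change of 1.24 at heading and 2.06 at grain filling in TAM 111, and of 2.95 and 2.64 in TAM 112. All 39 were up in TAM 112 at both stages, and in TAM 111 37 were up at heading and 39 at grain filling. Both cultivars had a call for 22 of them. The 2 loci listed as down regulated in both were down in both cultivars at both stages.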

Of the 41 common DEGs dry vs. wet, two genes with function of ATP binding and peroxidase activity had down-regulated expression, and the remained 39 up-regulated genes included 26 encoding heat-shock proteins and 13 had products of heat stress related proteins. Of the six dry–wet DEGs specific in TAM 111, one was down regulated and five were up regulated with two encoding transcription factors, two for heat shock proteins and one for transmembrane metal ion transporter. 

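In TAM 111 at grain filling, the 5 loci of Table S8 listed as up regulated only in this cultivar had a median log2 fold change of 1.57, and 1 was called. In TAM 112 all 5 were also up at this stage, with a median of 0.55.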

All dry–wet DEGs specific in TAM 112 were up regulated with 19 encoding heat shock proteins, six for transcription factors/co-factors and one for metal ion transporting (Tables 4 and S8).

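Of the loci of Table S8 listed as up regulated only in TAM 112, 24 could be tested. Their median log2 fold change in TAM 112 was 1.93 at heading and 1.32 at grain filling, and in TAM 111 it was 0.59 and 0.76, with 22 of the 24 up in each cultivar at grain filling. An interaction of cultivar and treatment with an adjusted p below 0.05 was found for 1 of them by limma with Benjamini-Hochberg adjustment.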

**Table 4:** Genes related to response to water deprivation, heat and oxidative stresses, ABA-signaling and transcription factors in TAM 111 and TAM 112 revealed by gene expression comparison under dry and wet conditions at heading (HD) and grain filling (GF) stages.

Pathway/stage	Common in both cultivars		TAM 111-specific		TAM 112-specific	
	Down-regulated	Up-regulated	Down-regulated	Up-regulated	Down-regulated	Up-regulated
**Response to water deprivation stress (92 genes):**						
Only at HD	1	0	3	0	0	0
Only at GF	6	15	5	2	2	13
At both HD and GF	10	29	3	0	1	2
**Response to heat stress (73 genes):**						
Only at HD	0	0	0	0	0	17
Only at GF	0	3	1	5	0	6
At both HD and GF	2	36	0	0	0	3
**Response to oxidative stress (96 genes):**						
Only at HD	0	0	5	0	1	0
Only at GF	8	22	3	1	4	15
At both HD and GF	12	25	0	0	0	0
**ABA (ABA)-activated signal pathway (59 genes):**						
Only at HD	0	1	1	0	1	0
Only at GF	3	10	9	0	1	10
At both HD and GF	13	7	3	0	0	0
**Transcription factors (144 genes)**						
Only at HD	0	0	4	5	1	7
Only at GF	11	22	12	9	4	25
At both HD and GF	16	22	4	0	1	1

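For oxidation–reduction and cell redox homeostasis, 89 of the loci of Table S9 could be tested in the deposited libraries. Calls in either direction were made in both cultivars for 30 loci, in TAM 111 alone for 7, in TAM 112 alone for 25 and in neither for 27. Among the loci listed as down regulated, 1 was called up in TAM 111 and 2 in TAM 112. Of 226 listed changes tested, 95 were called and 219 went in the listed direction.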

For genes with products involved in the processes of oxidation–reduction and adjusting cell redox homeostasis, 96 dry–wet DEGs were identified in TAM 111 and TAM 112 with 67 shown in both cultivars, and nine and 20 were specifically shown only in TAM 111 and TAM 112, respectively (Tables 4 and S9). Among those common oxidation–reduction genes in both cultivars, 20 were down regulated with 15 genes encoding oxidoreductases, three for peroxidase, one for hydrolase and one for zinc transporter. 

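The common loci of Table S9 listed as down regulated had a median log2 fold change of -1.43 in TAM 111 and -1.71 in TAM 112 at grain filling over 18 loci tested, of which 18 and 16 were down.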

Of the 47 up-regulated common genes, 31 were encoding oxidoreductases, three for peroxidase, five for transferase, two for calcium binding, five for disulfide oxidoreductase and one for carboxylate reductase. 

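All 47 common loci of Table S9 listed as up regulated were up at grain filling in both cultivars, with medians of 1.96 in TAM 111 and 2.40 in TAM 112. At heading, 41 were up in TAM 111 (median 0.77) and 46 in TAM 112 (median 1.23).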

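In TAM 111, the loci of oxidation–reduction listed as down regulated only in this cultivar could be tested for 7 of the listed loci, of which 6 were down at heading, with a median log2 fold change of -1.68. At grain filling 3 of the 7 were down and 1 of 3 listed changes was called. In TAM 112 at heading 6 of the 7 were also down, with a median of -0.39.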

Among dry–wet DEGs specific in cultivars, TAM 111 had one gene encoding transferase that was up-regulated and the other eight genes with seven encoding oxidoreductase and one for metal ion binding were all down-regulated. Of the 20 dry–wet DEGs specific in TAM 112, four genes encoding oxidoreductase and one for peroxidase were down regulated, and 15 genes with ten encoding oxidoreductase, two for electron transferase, one each for aldose reductase, disulfide oxidoreductase and calcium ion binding were up regulated (Tables 4 and S9).

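In TAM 112 at grain filling, the 14 loci tested that Table S9 lists as up regulated only in TAM 112 were all up, with a median log2 fold change of 2.37, and 7 were called. In TAM 111 13 of the 14 were up at this stage, with a median of 1.05. Of 3 tested loci listed as down regulated only in TAM 112, 2 were down in each cultivar.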

A total of 59 genes were involved ABA-induced signal pathway that showed significant expression differences under dry and wet conditions in two cultivars with 34 dry–wet DEGs in common, and 13 and 12 being only shown in TAM 111 and TAM 112, respectively (Tables 4 and S10). Of the 34 common dry–wet DEGs, 16 genes were down-regulated with most having function of kinase activity and 18 genes being up-regulated with most related to biosynthesis, response to stresses of drought, cold, heat, and salt, and phosphatase related to stomatal lineage. The 13 TAM 111-specific DEGs were all down regulated and mostly related to stomatal movement and drought response; however, ten out of 12 TAM 112-specific DEGs were up-regulated with functions related to processes of carbohydrate metabolism, transmembrane transporting and stress responses at grain filling stage (Tables 4 and S10).

Expression comparison also detected 144 genes encoding transcription factors being differentially expressed under dry and wet conditions in TAM 111 and TAM 112 with 71 dry–wet DEGs being common in both cultivars and 34 and 39 being specific to TAM 111 and TAM 112, respectively (Tables 4 and S11). Of those common dry–wet DEGs, 44 genes that encoded transcription factors related to stress response of heat, salt and water deficit were up regulated. For dry–wet DEGs specifically appearing only in TAM 111 (34) or TAM 112 (39), 18 were down regulated in TAM 111 and six were down regulated in TAM 112. Of the 33 up-regulated transcription factor genes in TAM 112, 12 were directly involved in response to abiotic stresses (Table S11). Therefore, from gene expression in processes related to drought tolerance, the two cultivars had majority of dry–wet DEGs in common, and for DEGs dry vs. wet specific in each cultivar, TAM 112 had more genes than those of TAM 111 with the majority having increased expression under drought.

### Genes with unknown function in TAM 111 and TAM 112 and had differential expression under dry and wet conditions

A total of 399 genes with unknown functions were differentially expressed under dry and wet conditions in TAM 111 and TAM 112 with 258 encoding predicted uncharacterized proteins and 141 having no BLAST hits in DNA database NCBI and no corresponding GO terms can be found in protein databases. For genes encoding predicted uncharacterized proteins, 94 showed significant expression differences under dry and wet conditions in both cultivars with 44 being down regulated and 50 being up regulated. Among genes showed dry–wet expression difference only in one of the cultivars, TAM 111 had 72 genes with 33 being down regulated, 37 up regulated, and two being up regulated at heading but down regulated at grain filling. On the other hand, TAM 112 had 92 genes with 22 being down regulated and 70 being up regulated. Therefore, differential expression of these genes under dry and wet conditions detected in this study indicated that their encoded proteins may have functions involved in responding to drought.

For 141 gene sequences with no BLAST hits in NCBI DNA database and no similar GO terms matched in the protein databases, their sequence length ranged from 103 to 3311 bp with an average length of 542 bp (Table S12). Eight of them were differentially expressed in both TAM 111 and TAM 112 under dry and wet conditions at grain filling stage with five having no expression detected under drought (down regulated) and three being up regulated. 

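The assembled transcripts of these 141 loci in the merged catalogue had the same range, from 103 to 3311 bp, and a mean of 542 bp. In the 15 deposited libraries they had 427 values above 0, which rested on an estimated median of 13.8 fragments. Each library was assembled separately, and the lowest of these values rested on an estimated 3.996 fragments. Of the values above 0 of tested loci with a reference gene, 13.6% had an estimate of fewer than 4 fragments. That estimate is uncertain at loci where several entries were summed. A value of 0 at one of the 141 loci therefore means that it was not assembled in that library.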

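Of the 141 loci, 56 had an FPKM of at least 1 in at least 2 libraries and could be tested, and limma with Benjamini-Hochberg adjustment called 5, of which 0 were called in both cultivars. With no filter on low values, 10 were called. At grain filling, 9 loci in TAM 111 and 11 in TAM 112 had an unadjusted p below 0.05.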

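In TAM 111, limma with Benjamini-Hochberg adjustment called L_035308, L_025336 and L_116722 at heading, where the wet treatment has 1 library. L_035308, 121 bp on chromosome 2D, had an FPKM of 862 in that library and was listed at 0 in both dry libraries, but it was also present in all 4 TAM 111 libraries of grain filling. L_025336 had 22.3 in the wet library and was listed at 0 in both dry libraries, and L_116722 had a mean of 6.14 under the dry treatment and was listed at 0 in the wet library. In TAM 112 at grain filling, L_090643 had a mean FPKM of 61.4 under the dry treatment and was listed at 0 under the wet treatment, and L_060462 had 9.65 and 2.16 (log2 fold change 1.74, adjusted p = 0.0298, limma with Benjamini-Hochberg adjustment). Apart from L_035308, these loci were chosen for naming after their values were seen.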

Of the remaining 133 genes, 73 were differentially expressed only in TAM 111 and 60 only in TAM 112 under dry and wet conditions (Table S12). Of the TAM 111-specific no-hit genes, 41 were down regulated with 39 having no expression detected under drought, and 32 being up-regulated with 30 having no significant expression under well-watered conditions. Similarly, among 60 TAM 112-specific no-hit genes, 23 were down regulated with all of them having no significant expression under dry conditions, and 37 being up-regulated with 34 having no significant expression under well-watered conditions (Table S13). 

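In TAM 111, 12 of the 141 loci were listed at 0 in both dry libraries and above 0 in the single wet library at heading, and 1 showed the reverse. At grain filling, 2 were at 0 in both dry and above 0 in both wet libraries, and 4 showed the reverse.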

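In TAM 112, 0 of the 141 loci were listed at 0 in both dry and above 0 in both wet libraries at heading, and 2 showed the reverse. At grain filling the numbers were 2 and 5. The median number of libraries with a value above 0 was 1 per locus.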

High sequence similarity of these genes with the corresponding DNA sequences in wheat reference genome indicated that all no BLAST-hit genes are very likely novel and involved in drought response in TAM 111 and TAM 112.

### Expression of homoeologous genes in TAM 111 and TAM 112 under dry and wet conditions

Of the 2254 genes differentially expressed in TAM 111 and TAM 112 under dry–wet condition at heading and grain filling stages, 231 were homoeologous genes with eight to 14 homoeologous genes from each homoeologous group (Table S14). All those homoeologous genes were differently expressed under dry–wet treatment in TAM 111 or TAM 112 and showed the same regulation pattern within each homoeologous group. Therefore, no compensated expressions were observed among homoeologous genes.

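Table S7 names the same product on the A, B and D chromosomes of a homoeologous group for 5 sets of loci, 16 loci in all, of which 15 could be tested. In all 5 sets the loci tested changed in the same direction at grain filling in both cultivars. Dehydrin 3 on group 6 (L_089799, L_094800 and L_098330) had log2 fold changes of 5.98, 6.21 and 5.46 in TAM 112 and of 4.35, 5.77 and 5.10 in TAM 111. Delta-1-pyrroline-5-carboxylate synthase 2 on group 3 (L_038670, L_044951 and L_049806) had 6.45, 6.77 and 6.79 in TAM 112. Protein early responsive to dehydration 15 (L_038738, L_045026 and L_051979) had 2.47, 2.59 and 2.42 in TAM 112 and 2.04, 1.73 and 1.70 in TAM 111. L_051979 was not called in either cultivar, and its value in TAM 112 was 1.38 without replicate 1 of the wet treatment and 3.47 without replicate 2. Caleosin on group 2 (L_020626, L_027421 and L_034129) had 3.34, 4.91 and 2.51 in TAM 112. Proline dehydrogenase 2 on chromosomes 1B and 1D (L_006157 and L_011515) had -2.66 and -2.34 in TAM 112. Its locus on 1A, L_003049, has no reference gene, was listed at 0 in all dry libraries and in all libraries of heading, and was above 0 in 3 of the 4 wet libraries of grain filling.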

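By limma with Benjamini-Hochberg adjustment, 13 of the 15 loci tested in these homoeologous sets were called in at least 1 comparison. The loci of a set share sequence, and fragments from one copy can be counted at another, so the values of single copies are uncertain.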

### RT-qPCR analysis

Four DEGs including two up regulated (L_049806 and L_100237 dehydrin DHN3) and two down regulated (L_054218 and L_074394) were selected for validating the expression level changes in dry and wet condition indicated through RNA-seq analysis. 

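L_049806 lies on part 1 of chromosome 3D from 469479553 to 469486472. At grain filling its FPKM was 215 ± 24.2 (SD, n = 2) under the dry and 0.996 ± 0.204 (SD, n = 2) under the wet treatment in TAM 111, and 330 ± 51.9 and 2.23 ± 1.75 (SD, n = 2 each) in TAM 112, with an adjusted p from limma with Benjamini-Hochberg adjustment of 0.000659 and 0.000568. At heading it was 22.9 ± 8.81 (SD, n = 2) and 2.40 in the single wet library of TAM 111, and 46.6 ± 36.2 and 3.13 ± 0.495 (SD, n = 2 each) in TAM 112. The adjusted p at heading was 0.178 in TAM 111 and 0.046 in TAM 112, and the latter was above 0.05 with a pseudocount of 0.1 and with quantile normalization. L_054218 on chromosome 4A was called at grain filling in both cultivars, with a log2 fold change of -3.19 in TAM 111 and -2.34 in TAM 112. At heading it had -2.93 in TAM 111, which was called, and -1.52 in TAM 112, which was not called but was with median-ratio scaling or quantile normalization. L_074394 on chromosome 5B was called at grain filling in both cultivars, with -2.49 in TAM 111 and -3.34 in TAM 112, and not at heading, where it had -2.37 and -1.81. L_100237, the dehydrin locus on chromosome 6D, lies on the opposite strand inside L_098330 and could not be tested, because its entry was separate from that locus in only 5 libraries. In these its FPKM was 277 for TAM 111 and 247 and 296 for TAM 112 at grain filling under the dry treatment, and 2.33 at grain filling and 6.52 at heading for TAM 111 under the wet treatment. L_098330, also listed as Dehydrin 3, had a log2 fold change of 3.05 at heading in TAM 111 and of 3.85 in TAM 112.

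**Figure D3:**
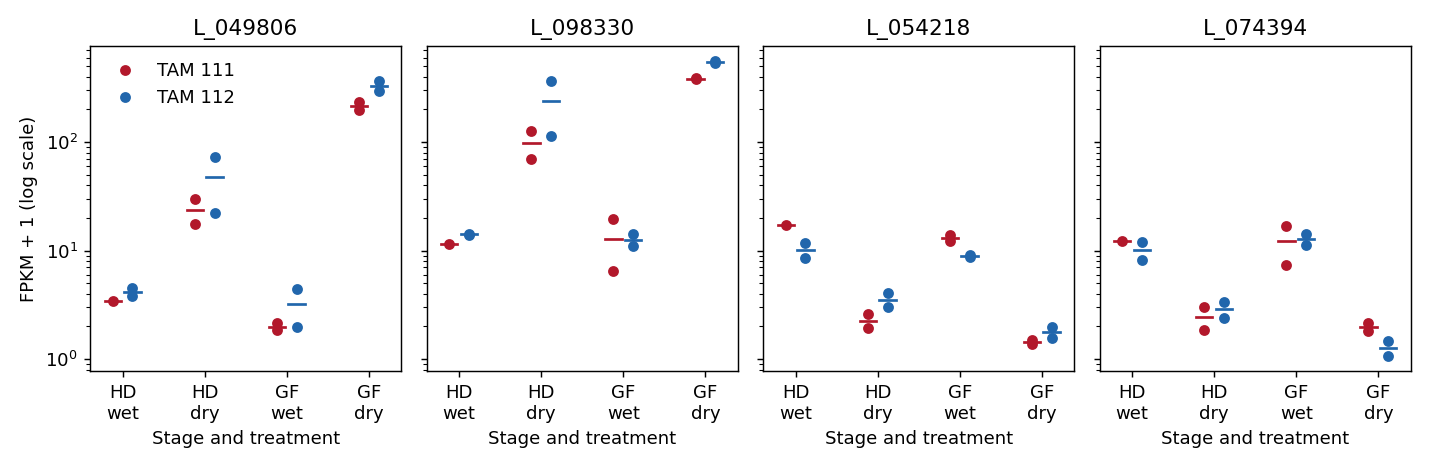
FPKM plus 1 (vertical axis, log scale) of L_049806, L_098330, L_054218 and L_074394 in each library, by stage and treatment (horizontal axis). Points are libraries of TAM 111 and TAM 112, and short lines are group means. At grain filling the dry libraries lie above the wet libraries for L_049806 (215 against 0.996 in TAM 111) and below them for L_054218 and L_074394.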

RT-qPCR using Actin gene as an endogenous control revealed similar gene expression fold change under different condition at heading and grain filling stages in both cultivars (Fig. 6). In addition, expression level change of five genes (L_057461 annotated as sucrose:fructan 6-fructosyltransferase, L_094799 annotated as Dehydrin 4, L_044222 annotated as Sucrose synthase 3, L_070049 annotated as NAC domain transcription factor and L_102286 annotated as Pyruvate dehydrogenase E1 α-2) have been validated through RT-qPCR in Reddy et al.^18^. Therefore, expression level change in nine genes were confirmed.

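In the deposited libraries, L_094799 (Dehydrin 4) had an FPKM of 139 ± 50.3 (SD, n = 2) under the dry treatment at grain filling in TAM 112, was listed at 0 in both wet libraries and was called. In TAM 111 it had 22.7 ± 10.2 and 0.298 ± 0.421 (SD, n = 2 each) and was also called (adjusted p = 0.042, limma with Benjamini-Hochberg adjustment). L_044222 (Sucrose synthase 3) had a log2 fold change of 2.38 in TAM 111 and 2.37 in TAM 112 at grain filling and was called in neither. L_070049 had an FPKM of 7.07 ± 6.05 (SD, n = 2) under the dry treatment in TAM 112, was listed at 0 in both wet libraries and was called, and in TAM 111 it had a log2 fold change of 0.77 at this stage. L_102286 was called in both cultivars, with 2.24 in TAM 111 and 2.90 in TAM 112. L_057461 spans 2 reference genes on chromosome 4A, and its direction depends on how its entries are joined. Summed over entries it had -0.68 in TAM 111, which was -0.068 without replicate 1 of the dry treatment, and -2.45 in TAM 112 at grain filling. With only the entry of largest overlap, an alternative chosen after seeing the data, it had 2.48 and 0.87.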

**Figure 6:**
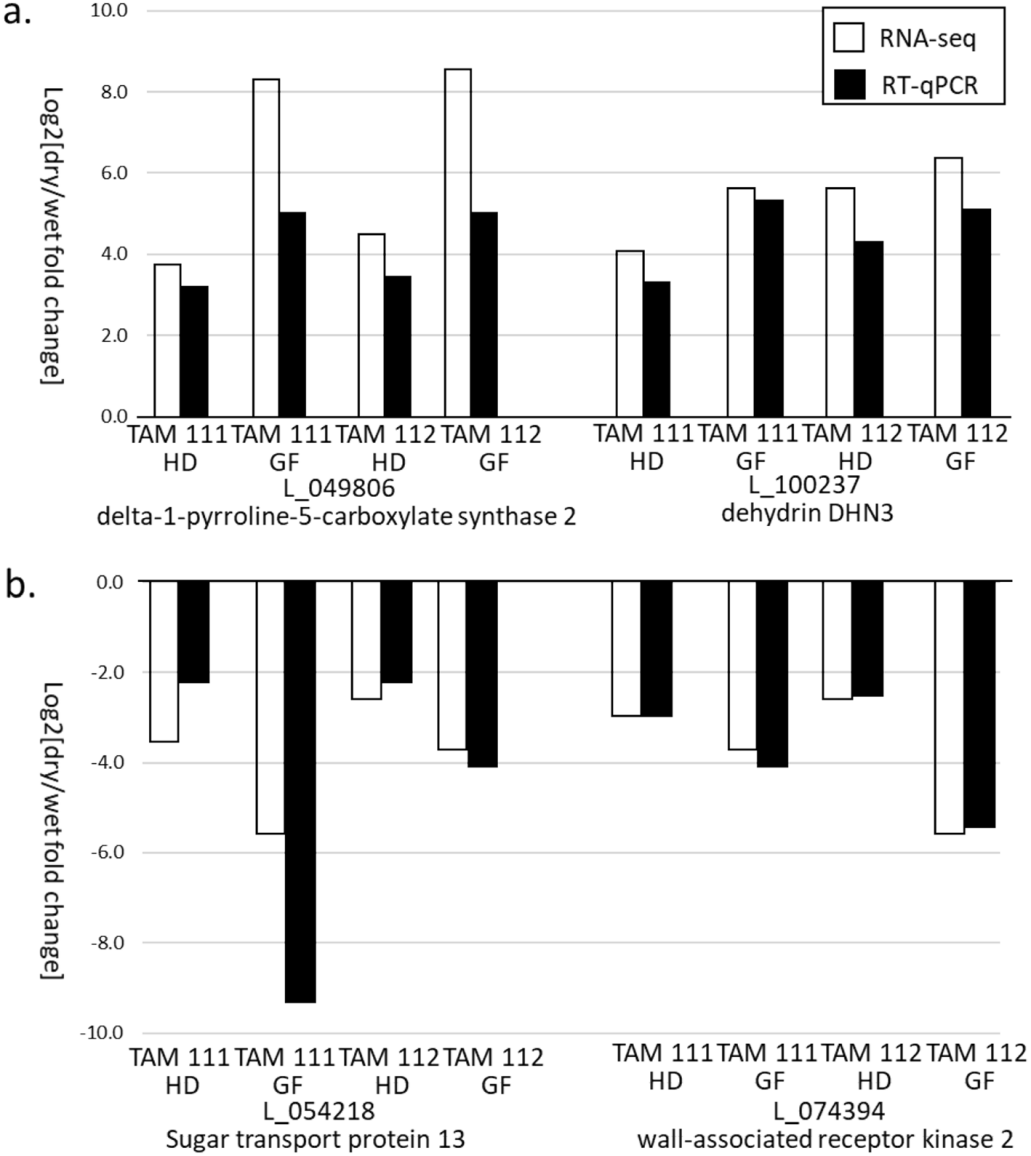
RT-qPCR validation of gene expression for two up regulated (**a**) and two down regulated (**b**) DEGs indicated through RNA-seq analysis. HD = heading stage, and GF = grain filling stage.

## Discussion

Drought stress at heading and grain filling stages of wheat can cause great reduction in grain yield, lower kernel weight and deteriorate end-use quality. Zampieri et al.^45^ estimated that the variability of 40% annual wheat productivity was mainly due to drought and heat stresses in the majority of wheat production regions. However, wheat tolerance to drought is a very complex trait regulated at different levels of gene expression, cellular response and physiological reaction with numerous minor effect genes involved^46^. Using transcriptomic analysis such as micro-array and RNA-seq to compare gene expression under drought and irrigated conditions provided a quick way of identifying genes related to drought response. Particularly, as DNA sequences of wheat whole genome are available now, RNA-seq can accurately identify genes and compare their expression levels under different conditions. In this study, we used RNA-seq and identified 2254 genes that are differentially expressed in cultivars TAM 111 and TAM 112 under dry and wet conditions at heading and grain filling stages, and RT-qPCR was used to validate expression of four DEGs in this study and five DEGs in Reddy et al.^18^. According to gene annotation through online DNA and protein databases, those differentially expressed genes were encoding key enzymes, transcription factors, signal receptors and cellular components that were involved in different biological processes and pathways for responding to abiotic stresses as well as defense responses. Particularly, genes identified in this study involved in pathways such as flavonoid biosynthesis, fructan biosynthesis in starch and sucrose metabolism and enzymes that having protein disulfide oxidoreductase activity and maintain cell redox homeostasis have already been reported to associate with drought tolerance in wheat^20,26,47^. Also, the subcellular locations of DEGs encoded proteins in peroxisome, nucleus and mitochondria associated with drought stress response were reported in many crops^48–50^. Therefore, drought response in TAM 111 and TAM 112 would have similar processes that drought signals promote plants to maintain water homeostasis and redox homeostasis to prevent acute cellular damage and membrane integrity^51–53^.

In this research, the differentially expressed genes encode aquaporin were all down-regulated for cellular osmotic adjustment to prevent water loss, which agreed with results from Reddy et al.^18^ and Zupin et al.^54^, and DEGs encoding heat shock protein, oxidoreductase, late embryogenesis abundant protein and dehydrin were mainly up-regulated in two cultivars under drought is in consistent with that increasing level of those proteins can maintain cellular redox homeostasis particularly at grain filling stage^55–62^. Expression of genes for transcription factor and proteins involved in ABA-induced signal pathway were either up- or down-regulated in both cultivars but were more up-regulated in TAM 112, which was in accordance with that ABA mostly plays the central role of regulating expression of genes for plant response to stress^11,63–65^, but different regulation in some genes between two cultivars indicated different strategies may be used for drought tolerance.

Winter wheat cultivars TAM 111 and TAM 112 were widely adapted to the Southern Great Plains and have excellent drought tolerance. Both TAM 111 and TAM 112 had 19.1% and 19.3% higher grain yield in dryland and 8.1% and 7.2% higher in irrigated field comparing with the grain yield of TAM 105^19^. From the same experiment, TAM 111 showed significant higher kernels per spike but TAM 112 showed significant higher thousand kernel weight than those of TAM 105 in both dryland and irrigated conditions. This is also consistent with what was found from more than 10 dryland and irrigated environments, TAM 112 had higher values of spikes per square meter, hardness and flour protein while TAM 111 had higher values of kernels per spike, single head grain weight, seed diameter and flour yield^66,67^. According to few studies about physiological and molecular basis of drought tolerance in the two cultivars, both had higher ABA content under drier conditions; however, TAM 112 had a higher ABA content and more robust expressions of genes involved in ABA-signal pathway compared to TAM 111 under dry condition^18^. Thapaet al.^68,69^ reported TAM 112 showed better water use efficiency than TAM 111 and thus had better tolerance under continuous drought conditions. Field yield trials also indicated that TAM 112 performed relatively better under sustained drought. In this research, out of 2254 dry–wet DEGs identified from the two cultivars, 1214 were common in both cultivars and 438 and 602 were present only in TAM 111 and TAM 112, respectively. Over 50% of dry–wet DEGs found in both cultivars supported that the two cultivars have robust drought tolerance derived from conserved regulatory network, whereas DEGs were found to be specific in each cultivar indicating that they have specific mechanisms against drought. Based on the hierarchical structure of biological processes, molecule functions and cellular components developed using genes with known functions, though two cultivars shared a large portion of dry–wet DEGs for each process, TAM 112 had more genes than TAM 111 that were up-regulated under drought. For processes such as protein phosphorylation, TAM 111 had more genes differentially expressed than TAM 112, but their expressions were mostly decreased under drought. Similar observations were found for genes with function of adenyl ribonucleotide binding or those with encoded proteins located in nucleus and plasma membrane with functions of regulating transcription and transmembrane transporting, which indicated that TAM 112 had relatively more active gene expression regulations than TAM 111 under drought.

Based on expression comparison for genes involved in responding to water deficit stress, heat stress, oxidative stress, ABA-activated signal pathway and transcription factors, TAM 112 always had a greater number of dry–wet DEGs than TAM 111 with significantly increased expression under dry conditions. This further suggests that active gene expression in TAM 112 support its better water use efficiency during drought periods, whereas TAM 111, though with most of dry–wet DEGs shared with TAM 112, had a greater number of down-regulated genes, potentially to protect it from drought and maintain its growth. Both greenhouse and field studies showed that TAM 112 had more tillers per spike and spikes m^-2^, lower stomatal conductance and gas exchange parameters, and higher photosynthetic water use efficiency under water deficit stress, and this was manifested in higher yield under drought^18,19,68^. On the other hand, higher yield of TAM 111 under drought was more associated with high spike and stem dry weight at anthesis and maturity^19^. In addition, TAM 111 tends to have more sterile spikelets per spike under water deficit stress compared to TAM112 although no significant difference was observed in their primary spikes^18^. Grain abortion and reduce plant cycle length were commonly known as strategies of plants response to long-term drought^51^. Therefore, the large portion of drought response genes shared by TAM 111 and TAM 112 contributed to their good drought tolerance. However, active expression of specific dry–wet DEGs in TAM 112 increased its resilience to and had higher grain yield under the sustained drought, whereas decreased expression of specific DEGs under drought may save more energy in TAM 111 for transporting carbohydrates from stems and spikes to seeds or even adjust gene expression to cause seed abortion in some spikelets to maintain grain production under drought.

Additionally, 399 genes showed differential expression in TAM 111 and TAM 112 have not been functionally annotated, which included 258 encoding predicted but uncharacterized proteins and 141 with no BLAST hits. Expression analysis of those genes in this research indicated they were related to drought stress responses. Since TAM 111 and TAM 112 are cultivars with unique drought tolerance mechanisms, those genes with unknown functions may be novel. Further research is necessary to reveal the protein products and functions of those genes.

Although many putative genes and QTLs conferring drought tolerance in wheat have been identified^46^, utilization of those genes/QTLs is challenging due to their small effects and instability caused by strong genetic × environment interaction^70^. Drought tolerance is a complex trait involving numerous genes involved in many biological processes, and selections of a few drought response genes with minor effects is most unlikely to confer a significant improvement on drought tolerance across diverse cultivars and environments^44^. Genomic selection of accumulating beneficial alleles at the whole genome level may provide a promising strategy for rapid and effective genetic gain on drought tolerance breeding^29,44^. Through RNA-seq, the sequences of the differentially expressed genes under drought conditions can be used to develop genic markers target to all drought response genes, and these markers can be combined with other markers covering the whole genome to conduct genomic selection toward drought tolerance improvement. The dry–wet DEGs identified in TAM 111 and TAM 112 from this research can be used to develop markers for efficiently utilizing the alleles of TAM 111 and TAM 112 for enhancing drought tolerance.

Lastly, this research used only flag leaf tissue for gene expression comparison at heading and grain filling stages, but root system of wheat plays very important roles for water intake from soil and affects water use efficiency. Comparing the expression of genes controlling root system architecture including root density, root length and root distribution^12^ of wheat thus need to be investigated. This research identified few genes related to root development though only flag leave tissue was used for expression analysis. In addition, gene expression for drought response at other stages such as stem elongation and early reproductive periods also plays important roles on grain yield^26^. Future research at other growth stages or utilizing root tissue to compare gene expression under dry–wet conditions will enrich our knowledge of drought tolerance mechanisms in wheat.

## Supplementary Information

Supplementary Information

## Data Availability

The RNA-seq reads used for this study are deposited at the National Center for Biotechnology Information Short Read Archive (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157033) under accession number GSE157033.

How the deposited data were processed for this re-analysis (not part of the article)

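Flag leaves of the winter wheat cultivars TAM 111 and TAM 112 were sampled at heading (79 days after transplanting) and at middle grain filling (100 days), under a dry treatment of around 50% gravimetric water content and a wet treatment of 90%, with 4 plants pooled per sample. The deposited data hold 15 RNA-seq libraries in 8 groups of cultivar, stage and treatment. TAM 111 at heading under the wet treatment has 1 library and each other group has 2. Groups were taken from the labels of the libraries.

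The FPKM values were made by the authors with Cufflinks from reads aligned with TopHat2, separately for each library and guided by the reference annotation, and they were deposited per gene with lower and upper confidence bounds. The authors also deposited the merged catalogue of assembled transcripts that Cuffmerge makes from the libraries. The catalogue places 122017 loci on the chromosome parts of IWGSC RefSeq v1.0. The output of Cuffdiff, from which the paper called its DEGs, was not analysed here. The paper names 3 replicates, but its total of retained reads over its mean per sample gives 15.3 samples, near the 15 deposited libraries. Which libraries entered Cuffdiff is not stated. The values are therefore those of each library before the normalization that Cuffdiff applies across libraries.

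Each library lists between 117209 and 119792 entries, with its own numbers for loci that are not in the reference. Entries were assigned to the loci of the catalogue by overlap with bedtools 2.31.1, and the FPKM of entries on 1 locus was summed. An entry whose reference name matched an overlapping locus went to that locus. Strand was not used, so FPKM of a gene on the opposite strand can be counted at a locus. The share of the total FPKM of a library that fell on no locus was between 0.932% and 26.1%. A locus with no entry in a library, or with an FPKM of 0, was read as 0. At 1895 loci an overlapping entry was assigned to another locus in at least 1 library, and these loci were left out of every test, with 1147 of them above the filter described next. Loci with an FPKM of at least 1 in at least 2 of the 15 libraries were tested, which were 49025. The product names are those of Tables S2 to S9 of the paper. The gene table at hand is of a later annotation, and 0 of its names matched the names in the catalogue.

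The depth of each library was estimated from the confidence bounds, which were taken to be built from the square root of the number of fragments behind a value. At low values of reference genes, the number of fragments implied in this way was close to a whole number for between 79.4% and 80.3% of the entries of a library. Numbers of fragments are whole, so this goes with that reading, but it is not a direct check. The estimate of depth was between 7.03 M and 9.46 M fragments. For the fragments behind the value of a locus, the bound of its entry with the largest overlap was used. Where several entries were summed, at between 2878 and 3506 loci per library, this number may not match the summed FPKM. The paper's 44 M reads per sample could not be checked against the sequence reads.

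Values were taken as log2(FPKM + 1) with no further scaling. The limma 3.58.1 package in R 4.3.3 fitted the means of the 8 groups to the 15 libraries, with 7 residual degrees of freedom and a mean-variance trend. Contrasts were the dry–wet change in each cultivar at each stage, the difference between TAM 112 and TAM 111 in each treatment at each stage, the difference of the dry–wet change between the cultivars at each stage, and its difference between the stages in each cultivar. P-values were adjusted by the method of Benjamini and Hochberg over all loci within each contrast. A locus was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Interactions were counted at an adjusted p below 0.05. The fit was tested on simulated data with the group sizes and the spread of the deposited libraries, with 200 loci changed by several sizes. Lists of loci were taken from Tables S2 to S9. A listed change is a locus in 1 cultivar at 1 stage, as the tables give it.

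Named loci were chosen by a rule. It takes each locus that the paper's text names, the sets of Table S7 with the same product on the A, B and D chromosomes of a homoeologous group, and for each dry–wet comparison the 2 called loci with the largest and the 2 with the smallest change among those whose dry and wet libraries do not overlap. Chromosomes 1A, 1B and 1D were compared between the cultivars in intervals of 50 Mb by the median over loci of the deviation from the mean of the 15 libraries, with an exact test over the 6435 arrangements of the libraries. Loci found in only 1 cultivar were those with an FPKM of at least 1 in every library of 1 cultivar and of at most 0.1 in every library of the other, at 1 stage, and were then read in the libraries of the other stage.

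The choices above, the rule for named loci and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, a replicate block, a separate fit for each comparison, no threshold on the fold change, intervals of 20 Mb, and leaving out each replicate in turn. The joining of entries to loci by overlap was worked out on the files. For this reason 2 more alternatives were added after seeing the data. The first uses only the entry with the largest overlap, and the second only loci whose entry covers more than 0.5 of the joint span in all 15 libraries.

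The gene ontology enrichment, the pathway maps, the sequence variants and the RT-qPCR values of the paper were not analysed here. Tables were built with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures with matplotlib 3.10.9.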

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

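All tests of explanations in this part were chosen after the results were seen.

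The dry–wet change differed between the cultivars, by an interaction term in limma with Benjamini-Hochberg adjustment below 0.05, at 75 loci at heading (60 with the more positive change in TAM 112) and at 115 loci at grain filling (63 with the more positive change in TAM 112). It differed between the stages at 99 loci in TAM 111 and at 92 loci in TAM 112. Most of these loci have no reference gene: 60% at heading, 77.4% at grain filling, 52.5% in TAM 111 and 67.4% in TAM 112, against 15.8% of all loci tested. Each library was assembled by itself, so a locus outside the annotation that was not assembled in a library is read as 0. These shares are consistent with that explanation for the loci without a reference gene. With loci limited to those with stable boundaries, an alternative chosen after seeing the data, the counts were 24, 13, 38 and 14. The loci with a reference gene in these sets, and a difference between cultivars or stages in the response itself, stay open and were not tested further.

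RNA like that of TAM 112 in some TAM 111 libraries, described under the other observations, could have made loci that differ between the cultivars look like interactions. The tables argue against it as the source of the whole of either set. Of the interaction loci, 14.7% at heading and 21.7% at grain filling were at least 2-fold apart between the cultivars in libraries of the other stage, where 10000 random lists of the same mean expression had a median of 18.7% and 18.3%. The sets stood at percentiles 13.4 and 78.4 of these lists, within their spread. Lists of the same sizes and share of loci with a reference gene, drawn from the loci called between the cultivars in the group of the stage without such a library, had a median of 54.7% and 54.8%, with percentile 2.5 at 44% and 45.2%. Such RNA as the source of a part of these loci stays open.

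Single loci of the named set whose dry–wet change differed between the cultivars are given next, as the fitted difference of the log2 fold change in TAM 112 minus that in TAM 111. In most of them a group is listed at 0, so the fitted value depends on the pseudocount. They were L_122015 at heading (-6.25, adjusted p = 0.00709 in limma with Benjamini-Hochberg adjustment), L_035308 at heading (9.75), L_092540 at heading (8.98), L_084408 at heading and grain filling (9.19 and 8.78), and L_016857 at heading and grain filling (-6.17 and 3.06). L_035308 was above 0 in the single wet library of TAM 111 at heading (862) and in all 4 TAM 111 libraries of grain filling (462 to 802), and listed at 0 in all 8 TAM 112 libraries. L_084408 was above 0 only in the 4 dry libraries of TAM 112 (318 to 740), and L_122015 only at heading, in both dry libraries of TAM 111 and in all 4 libraries of TAM 112 (37.1 to 103). L_016857 was above 0 in all 3 wet libraries of TAM 111 (5.74 to 9.26) and in both wet libraries of TAM 112 at heading (859 and 629), and listed at 0 elsewhere.

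These 4 loci have no reference gene, and the values above 0 rest on few fragments: 7 to 16 for L_035308, 5 to 9.59 for L_084408, 7 to 18.0 for L_122015 and 5 to 31.9 for L_016857. L_092540 has a reference gene. In both dry libraries of TAM 112 at heading it had 915 and 703, and 0.287 or less in the other 13 libraries. The fragments estimated there were 3.20 and 3.90, but they use the bound of the entry with the largest overlap and may not match the summed FPKM. Whether a locus of this kind was transcribed in both cultivars and assembled in only some libraries cannot be read from the tables, and no biological explanation was tested.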

How the results depend on the processing

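The results named here are counts of loci, shares, medians and differences under 1 changed choice at a time. Of the values at the comparisons of the paper, 216 kept their direction or stayed within 1.5 times the count or 1 SD of the value first reported, and 105 moved. Among the values for single named loci and lists, 1561 were the same, 172 moved, 25 lost and 12 gained a call, and 4 reversed. The cause was not tested unless stated. Medians of lists include loci listed at 0 in 1 treatment, whose fitted values depend on the pseudocount, and no median of the lists over Tables S3 to S9 changed sign with a pseudocount of 0.1.

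With a mean FPKM of at least 5, which tests fewer loci, dry–wet DEGs fell to 60 and 691 in TAM 111 at heading and grain filling, 89 and 1722 in TAM 112, 727 and 1746 over both stages, 1929 in either cultivar, 544 in both, 183 only in TAM 111 (59.0% up) and 1202 only in TAM 112. DEGs between cultivars fell to 99 and 208 under the dry and 121 and 89 under the wet treatment, 298 in all, and their overlap with dry–wet DEGs to 112. Interactions were 22 at heading, 7 at grain filling, 22 in TAM 111 and 13 in TAM 112. Listed changes called were 391, and 0 cultivar-specific listed loci had an interaction. Loci changed at least 2-fold were 2637 and 3422 in TAM 111 and 2306 and 4292 in TAM 112. The median difference in response size was -0.20 at heading and 0.26 at grain filling. The median change of the loci listed as down only in TAM 111 reversed in TAM 112 at grain filling, to 0.24.

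With no filter on low values, there were 724 dry–wet DEGs in TAM 111 at heading, 1051 only in TAM 111 (31.1% up), 831 DEGs between cultivars at heading under the wet treatment, an overlap of 990, 743 and 281 interactions of cultivar and treatment at heading and grain filling, 800 and 227 of stage and treatment in TAM 111 and TAM 112, 9 cultivar-specific listed loci with an interaction, 10 no-hit loci called and a response size of -0.042 at heading.

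With a separate fit for each comparison, in which each has at most 2 residual degrees of freedom, dry–wet DEGs were 651 and 0 in TAM 111, 25 and 0 in TAM 112 (7658 and 8018 at an unadjusted p below 0.05 for the counts of 0), 675 in either cultivar, 651 in TAM 111, 25 in TAM 112, 1 in both, and 24 only in TAM 112. The up-regulated share was 0.308% only in TAM 111 and 66.7% only in TAM 112. DEGs between cultivars were 3 and 5 under the dry treatment and 1121 and 0 under the wet treatment (3424 at an unadjusted p below 0.05), with an overlap of 303, and 2 listed changes were called. On simulated libraries with 200 changed loci, this fit called 0 of them.

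With a pseudocount of 0.1, up-regulated shares were 52.8% only in TAM 111 and 65.5% only in TAM 112, interactions 41 at heading and 40 at grain filling, cultivar-specific listed loci with an interaction 1, and the response size at heading 0.16. Loci changed at least 2-fold were 13746 and 15649 in TAM 111 and 12262 and 17548 in TAM 112. With median-ratio scaling, the up-regulated shares were 41.5% and 60.7%, and with quantile normalization 43.1% and 55.6%, with a response size at heading of -0.25.

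With the replicate block, the replicate number of the labels, there were 132 dry–wet DEGs in TAM 111 at heading, 30 and 52 interactions of cultivar and treatment at heading and grain filling, 49 and 53 of stage and treatment, 1 cultivar-specific listed locus with an interaction and a response size of -0.31 at heading. The paper describes replicates that each hold pots of both cultivars and treatments, but neither it nor the labels say that a library's number marks such a replicate, and across 21 pairs of groups the correlation of the difference between replicates was between -0.0373 and 0.0922.

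The 2 alternatives chosen after seeing the data moved these values. With loci of stable boundaries, which tests fewer loci, up-regulated shares were 52.8% and 73.4%, DEGs between cultivars 148 at heading under the dry and 234 and 166 under the wet treatment, 761 in all, the overlap 331, interactions 24 and 13 between cultivars and 38 and 14 between stages, cultivar-specific listed loci with an interaction 1, no-hit loci called 0, and the response size at heading -0.29. Loci changed at least 2-fold were 3925 and 4951 in TAM 111 and 2999 and 6278 in TAM 112. With only the entry of largest overlap, the response size at heading was -0.22, L_057461 reversed to 2.48 in TAM 111 and 0.87 in TAM 112 at grain filling, and L_034129 to -0.15 in TAM 112 at heading.

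Leaving out each replicate in turn gave loci changed at least 2-fold from 8444 to 8646 (TAM 111 at heading, 2 fits), 9375 to 10860 (TAM 111 at grain filling, 4 fits), 7195 to 8093 and 10938 to 12816 (TAM 112, 4 fits each), and a response size from -0.22 to -0.11 at heading (6 fits) and from 0.078 to 0.22 at grain filling (8 fits). The single wet library of TAM 111 at heading could not be left out. The depth limits loci of low expression: values above 0 of loci with a reference gene had an estimate of fewer than 4 fragments in 13.6% of cases. That estimate is uncertain at loci where several entries were summed.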

Differences from the paper's values

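Counts of DEGs differ from the paper's in the following cases, with alternatives set before the data were examined. In either cultivar, 3673 dry–wet DEGs were called against the paper's 2254. With a pseudocount of 0.1 (3365), a mean FPKM of at least 5 (1929), median-ratio scaling (3379) or quantile normalization (3324) the count was within 1.5 times the paper's, and with no filter, the replicate block, separate fits or no fold threshold it was not. The loci of stable boundaries, an alternative chosen after seeing the values, also came within 1.5 times. In TAM 112 at either stage, 2995 were called against the paper's 1816, and at grain filling 2885 against the paper's 1670. No filter (2389 and 2279), a mean FPKM of at least 5 (1746 and 1722) and quantile normalization (2609 and 2494) came within 1.5 times, and the other 5 alternatives did not.

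In TAM 111 at heading, 240 were called against the paper's 593. With no filter (724) or a separate fit (651) the count was within 1.5 times, and with the other 6 alternatives it was not. The separate fit shared 16 of its 651 loci with the 240, and 648 of the 651 were lower under the dry treatment. It called 0 of 200 changed loci in simulated libraries, so it reaches a count near the paper's with other loci. In TAM 112 at heading, 217 were called against the paper's 777, and none of the alternatives closed the gap. Only in TAM 111, 678 were called against the paper's 438. A pseudocount of 0.1 (506), median-ratio scaling (648), the replicate block (557) and separate fits (650) came within 1.5 times, as did the entry of largest overlap and loci of stable boundaries, both chosen after seeing the values, and the other 4 alternatives did not. Only in TAM 112, 2154 were called against the paper's 602. The share in both cultivars was 22.9% against the paper's 53.9%, and 7 loci were common at heading only against the paper's 25. None of the alternatives closed these 3 gaps.

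Between the cultivars, 1285 loci were called against the paper's 2665, 963 under the dry treatment against the paper's 1781, 603 under the wet treatment against the paper's 1865, 312 at heading under the dry treatment against the paper's 647 and 835 at grain filling under the dry treatment against the paper's 1541. None of the alternatives closed these gaps. At heading under the wet treatment, 409 were called against the paper's 1621, and of the alternatives only a separate fit (1121, with 92 shared with the 409) came within 1.5 times. At grain filling under the wet treatment, 393 were called against the paper's 650, and of the alternatives only a pseudocount of 0.1 (461) came within 1.5 times. Of the loci with no hit in databases, 5 were called against the paper's 141, and none of the alternatives closed the gap, with 10 called without a filter.

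The mean depth estimated from the deposited values, at 2 reads per fragment, was 15.7 M reads per library against the paper's 44 M reads per sample. The estimate holds only if the confidence bounds were built from the square root of the number of fragments, the difference is not explained by the files, and no alternative applies to it.

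For the loci tested by RT-qPCR, the log2 ratio of mean FPKM differs from the RNA-seq values in Fig. 6 in 3 cases. The error of a ratio was taken, for each group, as the larger of the SD between its libraries and the counting error of the estimated fragments. For L_049806 at grain filling the ratio was 7.76 in TAM 111 (error 0.39) against the paper's about 8.3 in Fig. 6, read by eye, and 7.21 in TAM 112 (error 1.16) against about 8.5. For L_054218 at heading in TAM 112 it was -1.86 (error 0.54) against the paper's about -2.6 in Fig. 6, read by eye. None of the alternatives tried on a ratio of means (pseudocount and both scalings) closed these gaps. Leaving out each replicate in turn also applies but was not tried on these ratios. L_049806 had an FPKM of 0.989 and 3.46 in the wet libraries of TAM 112 at grain filling, so its ratio depends on the library used.

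Some statements of the paper also differ from the values here. The paper finds more DEGs in TAM 112 than in TAM 111 at heading, where 217 were called in TAM 112 and 240 in TAM 111. The paper's order was reached with a pseudocount of 0.1 (248 and 199), a mean FPKM of at least 5 (89 and 60), the replicate block (182 and 132) and quantile normalization (222 and 221), and with the entry of largest overlap, chosen after seeing the values (244 and 205), but not with the other alternatives. It lists more genes of protein phosphorylation for TAM 111, where calls in either direction were made at 49 loci in both cultivars, at 26 in TAM 111 alone and at 40 in TAM 112 alone. Of the changes listed in Tables S3 to S9 that could be tested, 662 of 1637 were called, and 1156 when adjusted over the list alone.

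Some listed loci were called only under an alternative. L_054218 in TAM 112 at heading was called with median-ratio scaling and quantile normalization, and L_090655 in TAM 112 and L_034129 in TAM 111 at grain filling with the replicate block. Under 1 or both of the alternatives chosen after seeing the values, calls were made for L_054218 and L_044951 in TAM 112 at heading and for L_044222 and L_020626 in TAM 112 at grain filling.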

Other observations

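The tests on mixed libraries and on the loci with no hit in databases were chosen after the result was seen, and those on chromosome 1A and on the single wet library before it.

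Replicate 1 of TAM 111 at heading under the dry treatment, and replicate 1 of TAM 111 at grain filling under the wet treatment, had levels between the cultivars at loci found in only 1 of them at the other stage. A TAM 112 library under a TAM 111 label is argued against, since 61.4% and 72.5% of the loci found only in TAM 111 were present, and in the TAM 112 libraries between 1.93% and 5.31%. A few chromosome regions that vary among TAM 111 plants are also argued against, since the level was below every other TAM 111 library of the stage on 15 of 15 and 16 of 17 chromosomes with at least 5 such loci. A candidate explanation is RNA of TAM 112, or of a plant like it, in the library. Its prediction, loci found only in TAM 112 present more often than in the other TAM 111 libraries of the stage, held with 38.8% and 50.9%. Whether such a mixture arose among plants, at pooling or later cannot be read from these data.

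These 2 libraries belong to the groups in which the paper has fewer DEGs between cultivars. Here the counts were 312 at heading and 835 at grain filling under the dry treatment, and nearly equal under the wet treatment (409 and 393), where the order was reversed with a pseudocount of 0.1 (443 and 461), median-ratio scaling (415 and 422), quantile normalization (397 and 409) and the entry of largest overlap (369 and 378). The paper's order was kept with no filter (831 and 367), a mean FPKM of at least 5 (121 and 89), the replicate block (371 and 354), separate fits (1121 and 0, with 3424 at an unadjusted p below 0.05 for the latter in limma before Benjamini-Hochberg adjustment) and loci of stable boundaries (234 and 166). Between replicate 2 and TAM 112, 1114 more loci were at least 2-fold apart than between replicate 1 and TAM 112 at heading under the dry treatment, and 1200 more at grain filling under the wet treatment. Gaps of this size in the count are not particular to these libraries. The gap was 998 at grain filling under the dry treatment, where neither library had such levels. At the loci called at the other stage, the median difference from TAM 112 was 0.83 in replicate 1 and 1.36 in replicate 2 at heading under the dry treatment, and 1.44 and 1.86 at grain filling under the wet treatment. At grain filling under the dry treatment, where neither library had such levels, it was 1.53 and 1.52. This measure thus showed no such gap there, but a single group does not give the range of ordinary spread. For the counts of loci, a lower count from a mixed library and ordinary spread between replicates cannot be told apart, because each group has only 1 other library. A different strategy of the cultivars at the 2 stages stays open as an untested explanation.

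On chromosome 1A, the first 50 Mb had a median difference of -1.33 between TAM 112 and TAM 111 in the direction predicted if 1RS of rye stands in place of the short arm of 1A in TAM 112 and its transcripts align poorly to the reference. The difference was between -2.64 and -1.21 under the alternatives for this value. This is consistent with the translocation named in the paper. DEGs between cultivars in this region may thus reflect the sequence of the reference and not the regulation of a gene, and the values of the rye genes themselves were not analysed here.

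At heading, TAM 111 has 1 wet library. With the standard error of 2 libraries against 1, TAM 112 at heading had 79 calls, against 217 with its own. The unequal numbers of libraries thus lower a count. Whether TAM 111 had fewer calls at heading than TAM 112 depends on the setting: it had more here (240 and 217), without a filter (724 and 196) and with median-ratio scaling (250 and 218), and fewer with a pseudocount of 0.1 (199 and 248), a mean FPKM of at least 5 (60 and 89) and the replicate block (132 and 182). With quantile normalization the counts were 221 and 222. The part of the unequal numbers in the paper's lower count for TAM 111 cannot be told apart from that of the cultivar, because 1 library gives no spread of its own. The paper names 3 replicates, but its total of retained reads over its mean per sample gives 15.3 samples, near the 15 deposited libraries. Of the 211 loci lower under the dry treatment in TAM 111 at heading, 70.1% had their highest FPKM of all 15 libraries in the single wet library. This library and its condition cannot be told apart, because no second library of the condition exists. RNA like that of TAM 112 in replicate 1 of the dry treatment could also add to these lower calls. Of them, 16.6% were at least 2-fold lower in TAM 112 at grain filling under the dry treatment, against 8.23% of all loci. At grain filling, such RNA in a wet library would add to higher calls in TAM 111. Their share, read at heading under the wet treatment, was 8.81%, and that of the lower calls 25.2%, against 8.84% of all loci. The part of such RNA stays open.

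Among tested loci with a reference gene, 13.6% of the values above 0 had an estimate of fewer than 4 fragments, which is uncertain where several entries were summed. Of the 141 loci with no hit in databases, 85 were above 0 in 1 library only. The lowest value above 0 at the 141 loci rested on an estimated 3.996 fragments. This is consistent with a limit of assembly: each library was assembled separately, so a locus without a reference gene that was not assembled is read as 0. Presence in 1 cultivar or treatment at such loci therefore remains an untested hypothesis.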
